# JMJD1A is a signal-sensing scaffold that regulates acute chromatin dynamics via SWI/SNF association for thermogenesis

**DOI:** 10.1038/ncomms8052

**Published:** 2015-05-07

**Authors:** Yohei Abe, Royhan Rozqie, Yoshihiro Matsumura, Takeshi Kawamura, Ryo Nakaki, Yuya Tsurutani, Kyoko Tanimura-Inagaki, Akira Shiono, Kenta Magoori, Kanako Nakamura, Shotaro Ogi, Shingo Kajimura, Hiroshi Kimura, Toshiya Tanaka, Kiyoko Fukami, Timothy F. Osborne, Tatsuhiko Kodama, Hiroyuki Aburatani, Takeshi Inagaki, Juro Sakai

## Abstract

Histone 3 lysine 9 (H3K9) demethylase JMJD1A regulates β-adrenergic-induced systemic metabolism and body weight control. Here we show that JMJD1A is phosphorylated at S265 by protein kinase A (PKA), and this is pivotal to activate the β1-adrenergic receptor gene (*Adrb1*) and downstream targets including *Ucp1* in brown adipocytes (BATs). Phosphorylation of JMJD1A by PKA increases its interaction with the SWI/SNF nucleosome remodelling complex and DNA-bound PPARγ. This complex confers β-adrenergic-induced rapid JMJD1A recruitment to target sites and facilitates long-range chromatin interactions and target gene activation. This rapid gene induction is dependent on S265 phosphorylation but not on demethylation activity. Our results show that JMJD1A has two important roles in regulating hormone-stimulated chromatin dynamics that modulate thermogenesis in BATs. In one role, JMJD1A is recruited to target sites and functions as a cAMP-responsive scaffold that facilitates long-range chromatin interactions, and in the second role, JMJD1A demethylates H3K9 di-methylation.

## Abstract (web summary)

Demethylase JMJD1A activates thermogenesis-related target genes in response to β-adrenergic hormones. Here, the authors show that phosphorylation of JMJD1A at S265 increases its interaction with the SWI/SNF chromatin remodeler, leading to long-range chromatin interactions and target gene activation.

The coupling of environmental cues with the regulation of gene transcription is a very important step in all cellular adaptive responses. For example, catecholamines released from the sympathetic nervous system in response to cold exposure bind to β-adrenergic receptors (β-ARs), and trigger the downstream cyclic AMP (cAMP) signalling cascade. The cAMP-dependent protein kinase A (PKA) phosphorylates a variety of downstream target substrates (for example, cAMP-responsive element binding protein (reviewed in ref. 1)) to transcriptionally upregulate energy expenditure genes^2^,^3^. Recent evidence suggests that in addition to transcription factors (TFs), histone modification enzymes such as histone methyltransferases and demethylases play essential roles in gene transcription and adaptive responses^4^.

JMJD1A (Jumonji domain containing 1A, also referred to as KDM3A or JHDM2A), a member of the Jumonji C-domain containing histone demethylase family, catalyses removal of H3K9 mono- and di-methylation (H3K9me1 and H3K9me2; ref. 5) and functions as a co-activator for androgen receptor, as well as a crucial regulator in spermatogenesis, germ cell development, sex determination, tumorigenesis and hypoxia-inducing factor-1α-mediated gene transcription^5^,^6^,^7^,^8^,^9^,^10^,^11^,^12^. Although JMJD1A regulates a wide array of appropriate gene targets in different settings, this enzyme lacks intrinsic DNA sequence specificity. Therefore, how JMJD1A is targeted to specific genes in response to given environmental stimuli was largely unknown and of current interest.

We and another group reported that JMJD1A deficiency results in obesity with defects in brown adipose tissue functions that lead to cold intolerance and decreased oxygen consumption^13^,^14^. At the molecular level, β-adrenergic stimulation induces binding of JMJD1A to the uncoupling protein 1 gene (*Ucp1*) whose product is pivotal for heat generation. This β-adrenergic-induced binding of JMJD1A to a proximal *Ucp1* enhancer region is a critical step for subsequent gene activation; however, how β-adrenergic stimulation triggers JMJD1A recruitment to *Ucp1* and other genes involved in energy expenditure in BATs has remained elusive.

The chromatin remodelling SWI/SNF (SWItch/Sucrose NonFermentable) complex couples the perturbation of histone–DNA contacts with promoter access by TFs to their cognate DNA elements^15^. SWI/SNF reportedly has a potential role in long-range genomic interactions (reviewed in ref. 16); however, whether rapid environmental changes that alter cell activity in response to hormone signalling (that is, catecholamines) contribute to higher-order chromatin conformational changes and whether SWI/SNF is involved in such rapid action have not been reported.

Post-translational modifications allow proteins to play multiple roles in different physiological contexts. Thus, histone modification enzymes are feasible targets of post-translational modifications that enable cells to adopt various environmental changes. In the current study, we show that JMJD1A is phosphorylated at serine 265 by PKA downstream from β-adrenergic stimulation. This modification facilitates JMJD1A interaction with SWI/SNF and DNA-bound peroxisome proliferator-activated receptor-γ (PPARγ). This phosphorylation switch in JMJD1A is independent of its demethylase activity, suggesting that it plays a scaffolding role to mediate long-range chromatin interactions that position distal enhancers in close proximity to target gene promoters for key thermogenic genes.

## Results

### β-Adrenergic-dependent genomic localization of JMJD1A

To analyse the JMJD1A-dependent transcriptional programme during β-adrenergic stimulation, we combined chromatin immunoprecipitation (ChIP)-seq and global gene expression analyses. 

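The expression arm of this experiment consisted of 3 Affymetrix mouse arrays, 1 for each of 0, 1 and 2 h of ISO (1 μM in the legend of Supplementary Fig. 6b), hybridized with labelled RNA of iBATs on day 8 of differentiation. iBATs are immortalized brown preadipocytes that were differentiated in culture, and ISO activates all β-adrenergic receptors. At 0 h Fabp4, a fatty acid-binding protein of adipocytes, had a signal of 7490.0, and Adipoq, an adipocyte hormone, had a signal of 4986.4. Of 8 endothelial, 10 macrophage and leukocyte and 8 muscle marker genes listed before the data were examined, none reached a signal of 100 on any array, with Cd14 at most at 93.2. Of 10 measured preadipocyte and fibroblast markers and 13 housekeeping genes, none changed by 2^0.8-fold at 1 or 2 h. The preadipocyte and fibroblast markers had a median signal of 1124.4 at 0 h, from 124.3 for Dlk1 to 4132.8 for Col1a2. The share of undifferentiated cells, and their part in the responses below, was not tested. Among the housekeeping genes, Tbp and Polr2a had log2 ratios of -0.06 and -0.34 at 1 h.

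The values are MAS5 signals, a linear intensity per probe set, and the deposited signals of each array have a mean of 100.0 after 2% of the probe sets is cut from each end. They were used without further scaling. Probe sets with a signal of at least 100 on 1 or more arrays were kept, which left 11317 of 45101, and 10397 of these carried a single gene symbol and represented 6896 genes. Each gene was read from its kept probe set with the highest mean signal, and ratios were taken to 0 h. Bacterial and phage transcripts added as hybridization controls differed from 0 h by a median log2 ratio of 0.07 at 1 h and -0.06 at 2 h over 18 probe sets. The ratio of 3′ to 5′ signal of Actb was 1.61 at 0 h, 1.61 at 1 h and 1.60 at 2 h, and the 3′ probe set of 18S ribosomal RNA had signals of 1299.7, 1821.2 and 1703.8. The robust spread of log2 ratios over the 6896 genes was 0.16 for 1 h over 0 h and 0.24 for 2 h over 0 h, from 0.40 and 0.47 among the dimmest genes to 0.09 and 0.12 among the brightest. There was 1 array per time point, so no replicate error could be estimated, no p-value is given, and a change of 2^0.8-fold is a size and not a test.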

Immortalized pre-BATs (namely, pre-iBATs) were differentiated and ChIP-seq was conducted using a newly generated monoclonal anti-mouse JMJD1A antibody at 0 time and 2 h following treatment with the β-AR pan-agonist isoproterenol (ISO). ChIP-seq peak calling by SICER identified 27,397 genomic regions as significant binding sites of JMJD1A in ISO-treated iBATs. JMJD1A localized on proximal promoters (∼13%), intragenic (∼52%) and intergenic regions (∼24%; Fig. 1a). The sequencing tag density was concentrated within proximal regions of transcription start sites (TSSs; Supplementary Fig. 1a). JMJD1A peaks were significantly enriched for clusters of sequence motifs bound by PPAR with the highest *Z*-score of 62.7 in the JMJD1A-associated regions with the 10,000 highest SICER scores (Fig. 1b).

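After 1 h of ISO, 109 of 6896 measured genes were at least 2^0.8-fold higher than at 0 h and 15 were at least that much lower. The orphan nuclear receptor genes Nr4a3, Nr4a2 and Nr4a1 had the largest ratios, from signals of 3.9, 5.8 and 79.4 to 566.5, 459.6 and 2204.4. They were followed by Il6, which encodes a cytokine, with a log2 ratio of 4.30, and by Sik1, a kinase gene induced by cyclic AMP, with 4.23. Ptgs2 (the inducible cyclooxygenase, log2 ratio 3.24), Vdr (the vitamin D receptor, 3.17), Irs2 (an adaptor of insulin signalling, 3.05), Ddit4 (an inhibitor of mTOR signalling, 3.03) and Ier3 (an immediate early gene, 2.99) completed the 10 largest rises.

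Of 16 measured targets of cyclic AMP and CREB, listed before the data were examined, 15 rose and none fell, with a median log2 ratio of 1.91. Besides the 3 nuclear receptor genes and Sik1, these were Gem, Nfil3, Pck1, Per1, Pde4d, Dusp1, Rasd1, Crem, Tob1, Pde4b and Rgs2, of which Nfil3 and Per1 are also on the list of clock genes. Of 22 AP-1, EGR and other immediate early genes on the array, Fosb, Egr2, Egr3 and Klf2 stayed below 100 throughout. Of the 18 that were read 12 rose, with a median of 1.26. Ier3, Junb (2.98), Btg2 (2.43) and Fos (2.31) led them, whereas Egr1 was at 0.34. With signals below 100 set to 100, Btg2 is at 2.21, Fos at 1.17 and Junb at 0.62. Fosl2 (1.91), Klf4 (1.87), Atf3 (1.65) and Maff (1.58), at least 100 on all arrays, then lie above Fos and Junb. Of 17 inflammatory and NF-κB feedback genes on the array 12 were read. Of these 5 rose, with a median of 0.69, namely Il6, Ptgs2, Cxcl1 (1.84), Bcl3 (1.34) and Socs2. Among those that did not pass were Nfkbia (-0.09) and Irf1 (0.14). Cxcl2, Lif, Icam1, Tnfaip3 and Socs1 stayed below 100 on all arrays. Of 17 circadian clock genes on the array 11 were read. Of these 4 rose, with a median of 0.36, namely Bhlhe40 (2.25), Nfil3 (2.20), Per1 (1.93) and Noct (1.22). The filter keeps a dim gene that rises past 100 and drops one that stays below it, so rises are favoured among the genes read. No gene read from these lists fell. Each of the 4 medians was above those of all 10000 random lists of the same size and signal level (percentile 100). With signals below 100 set to 100 these medians are 1.71, 0.84, 0.61 and 0.06, the first 3 still at percentile 100 and that of the clock genes at 96.5. Of 20 heat shock and cell stress genes 3 rose, Ddit4, Gadd45g and Bag3 (1.04), with a median of 0.11. That median was at percentile 99.75 of random lists, and at 99.81 with signals below 100 set to 100. Of the members of these 5 lists, 6, 6, 3, 2 and 3 are also printed in Fig. 1d, which was chosen on these arrays.

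The falls were smaller. Adm, which encodes the vasodilator adrenomedullin, went from a signal of 274.6 to 97.1, and G0s2, an inhibitor of the lipase ATGL, went from 2638.8 to 1183.3. Lrrc8d (log2 ratio -1.34), Clec2d (-1.29), Slc1a3 (-1.15), Rnd3 (-1.09), Smug1 (-1.09), Cited2 (-1.09), Zfp458 (-0.95) and Cdc42ep3 (-0.91) completed the 10 largest falls. Of the 15 genes lower at 1 h, Adm, Cdc42ep3 and G0s2 were also called lower at 2 h, and the other 12 were not. Clec2d and Slc1a3 were above 0 h at 2 h, with log2 ratios of 0.51 and 0.21. Lrrc8d, Rnd3, Smug1, Cited2 and Zfp458 were still below 0 h at 2 h, by less than 2^0.8-fold.

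In 1000 simulations of unchanged arrays with the spread seen between 1 and 2 h, on average 4.37 genes were higher and 4.29 lower. At most 13 were called in either direction. Among the dimmest genes that spread was 0.35, against 0.40 for 1 h over 0 h, so the 15 falls are not shown to exceed it. The 0 h signal was below 100 for 53 of the 109 raised genes, and with signals below 100 set to 100 the order changes: Nr4a1 is first at 4.46, Irs2, Ddit4 and Ier3 follow, Sik1 (2.74), Nr4a3 (2.50), Nr4a2 (2.20) and Il6 (2.02) come after them, the calls of Junb (0.62), Bcl3 (0.62), Smug1 (-0.42) and Zfp458 (-0.18) and those of Crem, Pde4b, Fosl1 and Zfp36 end, and 13, 9, 4, 4 and 3 members of the 5 lists are higher. The 15 falls are 9 in that setting, 8 with at least 200 on 1 or more arrays or with 32 added to each signal, where that of Cdc42ep3 ends (-0.76), 5 with 100 required on all 3 arrays, where that of Slc1a3 ends (-0.33, with 56 genes higher), 23 after quantile normalization and 28 with any kept probe set.

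**Figure D1:**
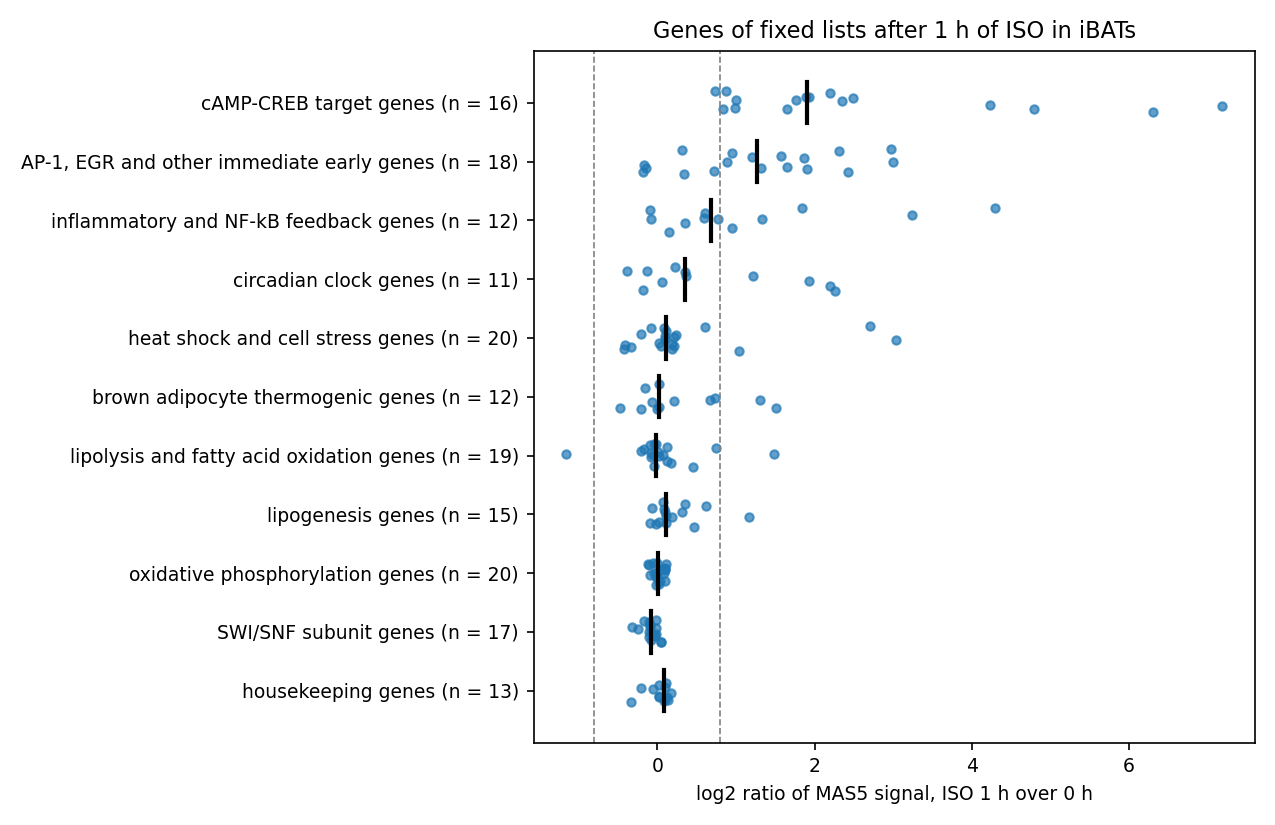
Log2 ratio of MAS5 signal at 1 h of ISO over 0 h (horizontal axis) for the measured members of 11 of the gene lists (1 row each, 1 point per gene, 1 array per time point). Black bars are medians and dashed lines mark 2^0.8-fold in either direction; the median is 1.91 for targets of cyclic AMP and CREB and 0.08 for housekeeping genes, which is -0.01 after quantile normalization.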

Global gene expression analysis in iBATs following the same ISO stimulation treatment identified 67 genes that were induced by 2^0.8^-fold after 1 h ISO treatment (that is, ISO dependent). Compared with the top 2,000 ISO-induced JMJD1A binding sites, which were annotated to 1,551 proximal genes, 39 out of 67 ISO-induced genes were found to be occupied by JMJD1A (Fig. 1c,d). These genes included *Ucp1*, *Ppargc1a*, *Pdk4*, *Pck1* and *Adrb1*, which are all important metabolic factors induced following β-adrenergic stimulation^17^,^18^ (Fig. 1d,e and Supplementary Fig. 1b). 

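On the arrays, 36 of the 39 genes printed in Fig. 1d were read, and all 36 had a higher signal at 1 h of ISO than at 0 h, with a median log2 ratio of 1.16. A change of at least 2^0.8-fold was reached by 28 of them. Gadd45g, which responds to growth arrest and DNA damage, went from 243.4 to 1585.1, and Irf2bp2, a transcriptional corepressor, went from 582.0 to 1298.7. Arrdc3, an arrestin-related adaptor gene, had a log2 ratio of 1.93, Fosl2, an AP-1 member, had 1.91, and the transcription factor genes Atf3 and Maff had 1.65 and 1.58. The kinase gene Pim3 was at 1.55, Lpin1, a phosphatidate phosphatase of triglyceride synthesis, at 1.16, and Uap1, an enzyme of amino sugar synthesis, at 0.83. Rasd1 (1.65), Phlda1 (1.64), Ccnl1 (1.23), Sash1 (1.01), Tob1 (0.99), Ier5 (0.95), Socs2 (0.94) and Atg101 (0.91) were also among the 28. The other 8 were Nfkbiz (0.77), Thbs1 (0.74), Ppargc1a (0.73), Jun (0.72), Vegfa (0.65), Ugdh (0.65), Cebpd (0.56) and Scd1 (0.11). When any kept probe set of a gene was allowed to pass, 32 of the 36 did, and with the median over kept probe sets the calls of Socs2 (0.79) and Uap1 (0.77) ended.

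At 2 h, 31 of the 36 were past the threshold. Cebpd, a transcription factor of early adipogenesis, had a signal of 103.0 at 0 h, 151.8 at 1 h and 528.0 at 2 h. Rhob and Rgs2 were past the threshold at 1 h, at 0.91 and 0.84, and had log2 ratios of 0.41 and 0.40 at 2 h. The probe sets of Ptp4a1 carry several gene symbols and were not read, and a further 2 genes of Fig. 1d were not analysed here. The genes were chosen by the study on these arrays, so their direction is not independent evidence. The ChIP-seq data behind the overlap were not used here. From the overlap of these genes with sites at which ISO increased JMJD1A binding, the paper states that JMJD1A occupies them.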

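Ucp1, the uncoupling protein of brown fat mitochondria, had a signal of 1485.7 at 0 h, 3673.2 at 1 h and 4166.1 at 2 h of ISO, which is 2.47-fold and 2.80-fold. Pck1, an enzyme of glyceroneogenesis in adipocytes, was 5.12-fold higher at 1 h and 7.11-fold higher at 2 h. Pdk4, a kinase that inhibits pyruvate dehydrogenase, was 2.79-fold and 4.17-fold higher. Ppargc1a, a coactivator of mitochondrial gene expression, was at 1.66-fold at 1 h, below 2^0.8-fold, and was 3.51-fold higher at 2 h.

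Of 18 thermogenic genes of brown adipocytes on the array, listed before the data were examined, 12 were read. Of these, 2 rose at 1 h and 5 at 2 h, and none fell. The rises at 1 h were those of Ucp1 and of Fgf21, a secreted factor, whose signal went from 43.3 to 123.6 and then to 149.7. With signals below 100 set to 100, its log2 ratio was 0.31 at 1 h and 0.58 at 2 h. At 2 h Ppargc1a, its relative Ppargc1b (log2 ratio 0.83) and Zic1 (0.88, or 0.77 with 32 added to each signal) joined them. The median log2 ratio of the list was 0.02 at 1 h, at percentile 71.9 of random lists, and 0.34 at 2 h, above all random lists. Cidea, Cox7a1 and Cox8b had log2 ratios of 0.40, -0.18 and -0.44 at 2 h.

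Of 19 genes of lipolysis and fatty acid oxidation, Pdk4 rose and G0s2 fell at 1 h. At 2 h Pdk4 and Ppara rose and G0s2 fell, and the median log2 ratio of the list was 0.02, or -0.02 after quantile normalization. Among 12 adipocyte identity genes Cebpb was higher at 1 h, from 2254.0 to 4795.9, and Cebpb and Cebpd were higher at 2 h. At 1 and 2 h Pparg had log2 ratios of 0.40 and 0.66, and Cebpa had 0.30 and 0.42. The kept probe sets of Cebpb differed in size of rise. The main one was 2.13-fold and 2.08-fold higher at 1 and 2 h, and a dimmer one was 4.36-fold and 4.27-fold higher.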

The sequence tag-mapping in Fig. 1e and Supplementary Fig. 1b revealed that JMJD1A was significantly enriched at the genomic loci for these key metabolic genes.

### JMJD1A is phosphorylated by PKA at serine 265

Whether JMJD1A might be phosphorylated following ISO treatment was evaluated by using liquid chromatography-tandem mass spectrometry (LC/MS/MS) analysis. The immunoprecipitated JMJD1A from HeLa cells treated with ISO for 1 h was excised from an SDS–PAGE gel and subjected to LC/MS/MS (Fig. 2a). This analysis revealed that JMJD1A was phosphorylated at two consecutive residues on amino acids S264 and S265. These residues were found as part of a putative consensus sequence for PKA phosphorylation (Fig. 2b). *In vitro* phosphorylation assays demonstrated that PKA phosphorylated recombinant human JMJD1A (hJMJD1A; amino acids (a.a.) 1–300) at S265 (Fig. 2c). Approximately 50% of the S265A mutant protein was not phosphorylated and the S264/265A double mutant was no longer phosphorylated by PKA, while PKA phosphorylation was retained in S264A mutant (Fig. 2c). These data suggest that S265 is likely the major PKA phosphorylation site.

Immunoblot analysis with a newly generated phospho-specific antibody against phospho-S265-JMJD1A detected WT-JMJD1A transiently expressed in iBATs cultured under ISO-plus conditions; however, this antibody failed to detect the S265A-JMJD1A mutant (Fig. 2d). Immunoprecipitated JMJD1A from lysates of iBATs pretreated with ISO was detected by anti-P-S265-JMJD1A antibody but the antibody failed to recognize JMJD1A in cells pretreated with the PKA inhibitor H89 (Fig. 2e).

### Phospho-S265 is dispensable for enzymatic activity *in vitro*

To examine whether S265 phosphorylation might alter JMJD1A demethylase activity, we performed an *in vitro* demethylation assay. H3K9me2 demethylation activity of JMJD1A did not differ between phosphorylated and non-phosphorylated full-length recombinant JMJD1A (Supplementary Fig. 2a). In addition, mutation of S265 to alanine (S265A) did not alter the substrate specificity or demethylase activity (Supplementary Fig. 2b). Both wild-type (WT) and S265A recombinant full-length JMJD1A catalysed the removal of mono- and di-methylation of H3K9 but not tri-methylation (Supplementary Fig. 2c). Immunohistochemistry and subcellular fractionation showed that both WT and S265A mutant JMJD1A predominantly localized in the nucleus with lesser staining in the cytosol of iBATs (Supplementary Fig. 2d,e).

### Gene activation by JMJD1A requires phosphorylation at S265

To determine the impact of S265 phosphorylation on gene transcription, we retrovirally transduced either a V5-tagged WT-hJMJD1A, a mutant S265A human version of JMJD1A (S265A-hJMJD1A) or the control *Zeo*^*r*^-empty vector into iBATs where we also knocked down expression of the endogenous mouse JMJD1A by short hairpin RNA (shRNA; iBAT^sh^s). Human *Jmjd1a* is resistant to this shRNA designed against mouse *Jmjd1a* and the retroviral vector is driven by a very weak long terminal repeat promoter. Immunoblot analysis showed that protein level of V5-hJMJD1A was equivalent to that of native JMJD1A (Supplementary Fig. 3a). Reverse transcription–quantitative real-time PCR (qPCR) analyses revealed that transduction of WT-hJMJD1A into iBAT^sh^s upregulates ISO-induced expression of key metabolic genes such as *Ucp1* and *Adrb1*; however, S265A-hJMJD1A was incapable of stimulating gene expression even though it was expressed at levels similar to the WT protein (Fig. 3a and Supplementary Fig. 3a). In contrast, expression of a white adipocyte marker gene, *Hk1*, did not differ significantly between WT- and S265A-hJMJD1A-iBAT^sh^s (Fig. 3a). The position of S265 was highly specific: because substitution of other serine residues nearby such as S264 or S341 to alanine (S264A and S341A, respectively) did not perturb ISO-induced *Adrb1* and *Ucp1* expression, meanwhile S265A and S264/265/341A (3SA mutant) reduced expression (Fig. 3b). It is also notable that mutation of key residues required for demethylase activity, H1120Y or H1120F, (ref. 5) did not affect the ISO-induced expression of *Adrb1* and *Ucp1* (Fig. 3c,d). ChIP–qPCR analysis revealed that ISO treatment of iBATs did not affect H3K9me2 levels at *Adrb1* gene locus (Supplementary Fig. 3b). These results indicate that phospho-S265-JMJD1A (P-JMJD1A)-induced gene transcription appears to be independent of H3K9 demethylase activity at *Adrb1* locus.

### PKA-induced P-JMJD1A–SWI/SNF-PPARγ protein complex

To identify co-regulator complexes for P-JMJD1A, nuclear extracts of ISO-treated 3T3-L1 adipocytes were immunoprecipitated with anti-mJMJD1A antibody. Putative interacting partners were separated by SDS–PAGE followed by SYPRO Ruby stain (Fig. 4a). LC/MS/MS analysis led to the identification of three subunits of the SWI/SNF chromatin remodelling complex within the JMJD1A immunoprecipitation complex: AT-rich interactive domain containing protein 1A (ARID1A), BRG1 (also referred to as SMARCA4) and BRG1-associated factor of 60 kDa, subunit b (BAF60b) (Fig. 4b and Supplementary Fig. 4a). The numbers of peptides identified in the immunoprecipitates were significantly increased when the cells were pretreated with ISO (Fig. 4b). BRG1, ARID1A and BAF60b were also detected by immunoblot analysis of the immunoprecipitates of V5-tagged WT-hJMJD1A expressing iBAT^sh^s lysates confirming the LC/MS/MS analysis. Interestingly, the interaction of these SWI/SNF components with JMJD1A was increased by ISO treatment (Fig. 4c, compare lanes 4 and 5). By contrast, SWI/SNF components were recovered at very low levels from the co-immunoprecipitates of S265A-hJMJD1A-iBAT^sh^s lysates (Fig. 4c, compare lanes 9 and 10). The total cellular levels of the SWI/SNF factors were not clearly affected by ISO (Fig. 4c, compare lanes 1 and 2). An interaction between PPARγ and JMJD1A, which was inducible upon ISO treatment of iBATs, was detected as well (Fig. 4d, compare lanes 2 and 7). Following transfection of short interfering RNAs specifically targeting *Arid1a, Brg1, or Baf60b*, co-immunoprecipitation (co-IP) of JMJD1A with PPARγ was no longer observed (Fig. 4d), demonstrating that the association between JMJD1A and PPARγ requires SWI/SNF. We next clarified whether or not only phosphorylated JMJD1A (P-JMJD1A) is able to associate with SWI/SNF complex and PPARγ. Because fetal bovine serum used for cell culture already contains non-negligible levels of catecholamines, we pre-cultured differentiated iBATs for 6 h in 0.1% bovine serum albumin, then added ISO for 1 h and performed a co-IP assay. The result in Fig. 4e showed that PPARγ was co-immunoprecipitated with JMJD1A only under the ISO-plus condition (Fig. 4e, compare lanes 2 and 3). Non-phosphorylated form S265A JMJD1A was not co-immunoprecipitated, indicating that this interaction was dependent on phosphorylation of S265 (Fig. 4e, lanes 5 and 6). JMJD1A was also co-immunoprecipitated with an antibody to PPARγ but only when ISO was included. The JMJD1A bound to PPARγ was indeed phosphorylated because it was detected by the anti-P-JMJD1A antibody (Fig. 4f, compare lanes 2 and 3). These data demonstrate that only P-JMJD1A is able to associates with SWI/SNF complex and PPARγ.

### Crosstalk between SWI/SNF and P-JMJD1A in gene regulation

We next examined the role of SWI/SNF interaction with P-JMJD1A in activation of gene expression for *Adrb1* and *Ucp1*. The basal and ISO-induced levels of *Adrb1* and *Ucp1* were significantly reduced following knockdown of *Arid1a*, *Brg1* or *Baf60b* (Fig. 4g,h). Specificity of the knockdown was validated by qPCR and immunoblot analyses (Supplementary Fig. 4b,c). These data support the model in Fig. 4I, predicting that SWI/SNF is involved in the phosphorylation-dependent activation of gene expression by JMJD1A.

### Co-localization of JMJD1A and SWI/SNF on PPARγ targets

Next, we used ChIP-seq for two major components of the SWI/SNF complex (BRG1 and ARID1A; Fig. 5a) and compared the results with our JMJD1A ChIP-seq (Fig. 1c,e and Supplementary Fig. 1b). We also included formaldehyde-assisted isolation of regulatory element-seq (FAIRE-seq) and ChIP-seq for histone H3 Lys-4 tri-methylation (H3K4me3) and histone H3 Lys-27 acetylation (H3K27ac) in control and ISO-treated iBATs (Fig. 5a). The co-localization of JMJD1A, BRG1, ARID1A and PPARγ was revealed by the significant overlap in sequence tag-density profiles comparing the corresponding genome browser tracks shown in Fig. 5a with our ChIP-seq data sets for PPARγ and JMJD1A (Fig. 1c,e and Supplementary Fig. 1b). We also directly compared the binding signals of ARID1A, BRG1, PPARγ and JMJD1A obtained from ChIP-seq data within the top 10,000 binding sites of JMJD1A in iBATs. The heatmap in Supplementary Fig. 5a shows co-localization of ARID1A, BRG1 and PPARγ with JMJD1A on the 39 ISO-stimulated JMJD1A target genes selected in Fig. 1d. 

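Ppargc1a, Pck1, Pdk4, Ppara and Scd1 followed different courses on the arrays. Ppargc1a had signals of 293.4, 487.6 and 1029.9 at 0, 1 and 2 h of ISO, with the larger step in the second hour (log2 ratio 1.08 for 2 h over 1 h). Pck1 had signals of 137.3, 702.5 and 976.2, and Pdk4 had 620.6, 1729.7 and 2587.5, both with the larger step in the first hour. Ppara, the nuclear receptor of fatty acid oxidation, had signals of 217.1, 365.5 and 393.0, a log2 ratio of 0.75 at 1 h and of 0.86 at 2 h, so that it passed 2^0.8-fold at 2 h. That call of Ppara ends with 32 added to each signal (0.77) and with the median over its kept probe sets (0.66). Scd1, a fatty acid desaturase, had signals of 5856.5, 6318.1 and 5295.2 on its brighter probe set, which did not pass in either direction, and its other probe set rose.

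Over all 6896 genes, 95 were at least 2^0.8-fold higher at both times, 48 of them with a 0 h signal below 100, where unchanged arrays that share the 0 h array gave 0.573 on average in 1000 simulations and independent lists of these sizes would share 2.97. The 95 are 47 with at least 100 on all 3 arrays and 63 with signals below 100 set to 100, and some of the overlap can come from the shared 0 h array. Of the 109 genes raised at 1 h, 51 had a lower and 58 a higher signal at 2 h than at 1 h.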

Several representative ChIP-seq profiles of their targets and ISO-induced gene expression profiles are also shown in Supplementary Fig. 6. These results strongly suggest that formation of this higher-order complex is a key step for β-adrenergic-induced JMJD1A recruitment to its target genes, which is also a prerequisite for subsequent H3K9me2 demethylation of chromatin at the *Ucp1* enhancer (∼2 kb) as previously shown^14^ (Fig. 4i).

### JMJD1A occupies lineage-specific distal enhancers

Recent studies have shown that SWI/SNF-mediated higher-order chromatin interactions play significant roles in gene transcription^16^. In our studies, ChIP-seq analysis showed that ∼24% of JMJD1A occupied sites are intergenic regions (Fig. 1a). Comparing the JMJD1A localization to H3K27ac, an epigenetic mark of active enhancers revealed that JMJD1A occupied H3K27ac-enriched remote enhancers following ISO treatment. In addition, the ChIP-seq comparison in Fig. 5a showed that PPARγ, BRG1 and ARID1A were also localized to these chromatin regions. These observations prompted us to propose that a JMJD1A–SWI/SNF-PPARγ complex plays a significant role in controlling higher-order chromatin interactions to regulate gene transcription in response to β-adrenergic stimulation. The potential remote enhancers marked by H3K27ac located 20–50 kb upstream of *Adrb1* (Fig. 5a), which is an ideal distance to examine a long-range looping model by chromosome conformation capture (3C) analysis^19^.

A survey of the extended *Adrb1* locus revealed JMJD1A occupancy in the vicinity of *Adrb1* gene body and also to chromatin domains located 44 and 22 kb upstream (Fig. 5a,b, left panel). We refer to 44 and 22 kb elements here as E1 and E2 enhancers, respectively, because they both displayed H3K27ac enrichment and only low levels of H3K4me3 (Fig. 5a), suggesting that they contain active enhancers. An evaluation of published ChIP-seq data obtained from normal mouse tissues also revealed that H3K27ac was present at E1 and E2 regions specifically in brown adipose tissue (Supplementary Fig. 5b, left panel). Further quantification by ChIP–qPCR showed that recruitment of JMJD1A, ARID1A and BRG1 to these two enhancers was increased by ISO treatment (Fig. 5b–d, left panels). By contrast, PPARγ was recruited to these enhancers of *Adrb1* gene regardless of ISO stimulation, indicating that PPARγ is bound before stimulation (Fig. 5e, left panel). ISO treatment did not grossly perturb levels of H3K27ac at E1 and E2 (Fig. 5a, left panel; Fig. 5f,g). Since CCAAT/enhancer binding protein-α (C/EBPα) and C/EBPβ associate with SWI/SNF^20^, we postulated that C/EBP family members may associate with E1 and E2. ChIP–qPCR showed that C/EBPα and C/EBPβ also occupy the E1 and E2 enhancers (Fig. 5h, left panel).

Additional analysis of ChIP-seq and ChIP–qPCR on the *Ucp1* locus showed co-localization of ARID1A, BRG1, PPARγ, C/EBPα and C/EBPβ with JMJD1A, as well as enrichment of H3K27ac at the enhancer region located 13, 5 and 2 kb upstream of the translation initiation site (Fig. 5a–e,h, right panels). An evaluation of published ChIP-seq data obtained from normal mouse tissues also revealed that H3K27ac was present at -13, -5 and -2 kb regions (Supplementary Fig. 5b, right panel).

### P-JMJD1A mediates *Adrb1* enhancer–promoter interaction

The above observations raised the intriguing hypothesis that ISO facilitates long-range DNA looping such that TFs (PPARγ, CEBPα and β) and the SWI/SNF chromatin remodelling complex that are located at distal E1 and/or E2 enhancers are brought in proximity to the TSS of *Adrb1*, facilitating the recruitment of RNA polymerase and a subsequent increase in *Adrb1* gene transcription. To evaluate this, we performed a 3C analysis quantified by qPCR using an anchor point fixed near *Adrb1* or E1. 3C-qPCR using the *Adrb1* anchor point revealed that E1 made contact with *Adrb1* and its contact frequency was inducible by ISO treatment (Fig. 6a). 3C-qPCR using an anchor point at E1 showed that both E1-E2 proximity and E1-*Adrb1* promoter proximity were ISO dependent (Supplementary Fig. 7a). Together, these data indicate that E1 is brought in close proximity to the E2-*Adrb1* promoter contact via DNA long-range looping in an ISO-inducible manner as schematically illustrated in Fig. 6e. The looping interactions between E1 and *Adrb1* promoter were detected as early as 15 min and reached a maximum at 60 min and reduced by 60% after 120 min following ISO treatment and then declined (Fig. 6b, top panel). This time course was closely matched by the timing of PKA-dependent phosphorylation of JMJD1A that was detected as early as 5–15 min, peaked at 60 min and was reduced to 60% after 120 min (Fig. 6b, bottom panel). This was also correlated with the pattern of *Adrb1* mRNA accumulation (Fig. 1e). Similar results were obtained following forskolin (FSK) activation of cAMP signalling (Supplementary Fig. 7b).

Interestingly, the S265A mutation significantly reduced the long-range looping signal in response to FSK treatment (Fig. 6c). Similarly, knockdown of *Brg1* abrogated the FSK-dependent chromatin looping between E1 and *Adrb1* promoter as well (Fig. 6d). Collectively, we conclude that PKA-dependent JMJD1A phosphorylation at S265 facilitates higher-order chromatin conformation changes that require SWI/SNF.

### Enhancer–promoter interactions increase *Adrb1* expression

To examine the combined roles for E1 and E2, and looping in *Adrb1* gene expression, the promoter region was cloned with one or both of the two enhancer regions into pGL3 basic luciferase vector and transfected into iBATs (Fig. 7a, left panel) that were then cultured in the absence or presence of a differentiation cocktail. The experiments demonstrated that the promoter had weak activity, and that each of the two enhancers only contributed a modest increase in luciferase reporter expression (∼2-fold) (Fig. 7a). Intriguingly, the combination of both E1 and E2 enhancers synergistically drove luciferase gene expression (eightfold; Fig. 7a). ChIP–qPCR by RNA polymerase II (Pol II) showed that Pol II recruitment at TSS and across *Adrb1* gene body was induced by twofold at 1 h ISO treatment (Fig. 7b, bottom panel). This was accompanied by hyper-acetylation of histone H3 at *Adrb1* gene body (Fig. 7c,d). The induction of Pol II recruitment was also observed on the *Ucp1* gene body (20-fold in Fig. 7b). Agreement with previous study, these data indicate that mRNA levels are due to increased transcriptions rather than mRNA stability under β-adrenergic stimulation^21^.

Luciferase reporter analysis on the *Ucp1* locus showed that pGL3 luciferase reporter construct that harbours the proximal (−2 kb) enhancer–promoter drove appreciable level of luciferase gene expression and the additional two distal enhancers (−13 and −5 kb regions) plus proximal (−2 kb) enhancer–promoter to this construct drove much higher luciferase gene expression (Supplementary Fig. 8). This result suggests that distal enhancers are important in *Ucp1* gene expression. Since the S265A mutation in JMJD1A severely reduced *Ucp1* expression (Fig. 3a), it suggests that P-JMJD1A–SWI/SNF-PPARγ may also contribute to long-range DNA looping at *Ucp1* to facilitate enhancer–promoter interactions.

### P-S265-JMJD1A regulates thermogenesis

Among P-JMJD1A targets, ADRB1 is the most upstream component in the β-adrenergic signalling pathway. As reported previously^21^, the ISO-induced *Adrb1* gene expression reached a peak at 1 h (Fig. 1e). This was also reflected at ADRB1 protein levels (Supplementary Fig. 9a). We also showed that expression of *Ucp1*, another P-JMJD1A target, was also reduced at the mRNA and protein levels in S265A-hJMJD1A-iBAT^sh^s (Fig. 3a and Supplementary Fig. 9a). Maximum cAMP production following treatment with the ADRB1 selective agonist dobutamine (DOB) in S265A-hJMJD1A-iBAT^sh^s was reduced relative to identically treated WT-hJMJD1A-iBAT^sh^s (Supplementary Fig. 9b), which is consistent with reduced ADRB1 protein in the S265A-hJMJD1A-iBAT^sh^s (Supplementary Fig. 9a). Also, DOB-stimulated glycerol release was blunted in S265A-hJMJD1A-iBAT^sh^s (Supplementary Fig. 9c). To examine further whether phosphorylation of S265 is critical for BATs function, we measured respiratory activity using the extracellular flux analyser. The mitochondrial respiration of WT-hJMJD1A-iBAT^sh^s was markedly induced (approximately double) by DOB stimulation, while this induction was markedly blunted in S265A-hJMJD1A-iBAT^sh^s (Supplementary Fig. 9d). This DOB-induced respiration in WT-hJMJD1A-iBAT^sh^s was largely insensitive to oligomycin and was thus uncoupled (Supplementary Fig. 9d, top panels). The characteristic proton leakage profile in BATs was indeed reduced in S265A-hJMJD1A-iBAT^sh^s (Supplementary Fig. 9d). These additional observations demonstrate that the key cellular responses mediated by β1-AR signalling are also reduced in response to the S265A-JMJD1A mutation.

### P-S265 JMJD1A in brown adipose tissue of mice *in vivo*

To analyse the physiological relevance of the above observations, we evaluated the phosphorylation switch model for JMJD1A *in vivo*. First, using the anti-P-S265-JMJD1A antibody, we showed that JMJD1A was phosphorylated in brown adipose tissue of mice *in vivo* in response to both ISO injection and following cold exposure (Fig. 8a,b). *Jmjd1a−/−* mice are cold intolerant (Supplementary Fig. 10a and ref. 14) and exhibit lower oxygen consumption relative to *Jmjd1a+/+* mice under cold exposure (4 °C) (Supplementary Fig. 10b). We next used the 3C method and showed that the enhancer–promoter proximity between E1 enhancer and *Adrb1* promoter was significantly increased in brown adipose tissue following ISO treatment and cold exposure in *Jmjd1a+/+* mice but not in identically treated *Jmjd1a−/−* mice (Fig. 8c–e). We also measured *Adrb1* protein levels and showed that ISO and cold exposure selectively increased ADRB1 expression that was selectively increased in the *Jmjd1a+/+* mice, whereas ADRB3 was constitutively elevated in *Jmjd1a−/−* mice but was unaffected by ISO (Fig. 8f–h). This reciprocal effect is consistent with previous reports^21^. These results indicate that JMJD1A is required for enhancer E1-*Adrb1* promoter proximity in β-adrenergic stimulation and validated the observations in iBATs culture system.

Taken together, these results provide strong evidence that S265 of JMJD1A is indeed phosphorylated *in vivo* by β-adrenergic stimulation and participates in enhancer–promoter looping in a physiologically relevant context.

## Discussion

In the current study, we have identified JMJD1A as a signal-sensing scaffold that transduces thermogenic cAMP signalling to activation of target gene expression through rapid changes in higher-order chromatin organization. The molecular basis of signal sensing by JMJD1A is attributable to direct PKA-dependent phosphorylation at S265. Using an antibody that specifically recognizes the S265 phosphorylation, we showed that JMJD1A was phosphorylated at this site in response to β-adrenergic stimulation in cultured iBATs and in brown adipose tissue *in vivo*. Mechanistically, we showed that assembly of the JMJD1A–SWI/SNF complex, recruitment of signature enhancers to a target promoter and transcriptional activation were all dependent on PKA phosphorylation of S265 in JMJD1A. As a result of this PKA-dependent switch in JMJD1A–SWI/SNF interaction, a PPARγ-bound enhancer is brought in proximity of the responsive TSS, which accelerates RNA polymerase recruitment and transcription (Fig. 6e). Thus, a JMJD1A–SWI/SNF–PPARγ complex serves as a cAMP-sensing epigenetic determinant that couples DNA long-range looping and transcription of thermogenic genes. Whereas PKA-dependent phosphorylation was required for JMJD1A to interact with SWI/SNF, its demethylase activity was not affected by phosphorylation and a mutation that destroyed demethylase activity did not affect JMJD1A functional interaction with SWI/SNF and PPARγ. Therefore, the role of JMJD1A as a regulator of enhancer–promoter interactions at *Adrb1* is separate from its role in H3K9 demethylation.

The *Adrb1* gene product (β1-AR) is the most upstream component of β-adrenergic signalling pathway that directly couples the cAMP-PKA-mediated phosphorylation cascade with downstream cellular events. We identified *Adrb1* as a *bona fide* target of cAMP-sensing through JMJD1A. *Adrb1* is under positive β-adrenergic control and is thus self-inducing under the condition of increased sympathetic tone^21^,^22^. Importantly, the response to norepinephrine through increased *Adrb1* is inherently transient because its transcript quickly decays with an mRNA half-life of 17 min (ref. 21). This rapid ‘On-Off' regulation by extracellular cues must be flexible and adaptive to be physiologically relevant to responses such as thermogenesis, which requires immediate and robust fuel mobilization following acute cold exposure. It is equally important for this positive feedback control to be promptly cancelled once the cAMP levels reaches higher unfavourable levels in the target cells^23^.

One important characteristic of the machinery revealed in the current study is the PKA-dependent ‘spatial regulation' of the remote enhancer and associated TFs, which conferred the rapid ‘On-Off' transcriptional switch. Once the extracellular signal is sensed, transcriptionally competent TFs (for example, PPARγ, CEBPα and CEBPβ) waiting at remote enhancers are immediately recruited to the promoter/TSS via long-range looping to turn transcription ‘On'. On the flip side, enhanced transcription can also be quickly turned ‘Off' via the rapid dephosphorylation of JMJD1A and the disassembly of the JMJD1A–SWI/SNF–PPARγ complex. This spatial regulation of remote enhancer and associated competent proteins (TFs and chromatin remodelers) may have profound merit for a rapid on-off gene transcriptional switch.

It has been postulated that β3-AR plays a leading role in activation of brown adipose tissue^24^. However, Bengtsson *et al*.^21^,^25^ reported that acute cold exposure of mice led to full cessation of expression of *Adrb3* but a reciprocal significant increase in *Adrb1*. Our results show a similar reciprocal expression pattern for the two different β-AR proteins in response to cold in WT mice (Fig. 8g). Mice with a global β3-AR knockout (β3KO) have no significant defect in adaptive response to cold exposure^26^,^27^. These animals do exhibit upregulation of β1-AR (not β2), suggesting that its absence is compensated by β1-AR. In addition, β1-AR KO (β1KO) alone reduced brown adipose tissue mass and thermogenic responsiveness^28^. Taken together, all of the available data indicate that β1-AR is important for thermogenesis and the new results of the current study show that JMJD1A is pivotal for β-adrenergic signalling, activation of *Adrb1* expression and thermogenesis.

*Ucp1* gene expression was severely reduced in iBATs that express the S265A mutant JMJD1A. Upstream of *Ucp1* gene, we found three distinct enhancers that exhibited an increase in H3K27ac and binding by PPARγ after ISO treatment. Recruitment of both JMJD1A and also SWI/SNF proteins were also induced by ISO.

The PKA-dependent scaffold function of JMJD1A is independent of its lysine demethylase function. Previous study showed that JMJD1A is recruited to the proximal enhancer (∼2 kb) of *Ucp1* gene and decreases levels of H3K9me2 in cultured BATs^14^. However, the mechanism for the β-adrenergic-dependent recruitment of JMJD1A to the *Ucp1* enhancers was elusive. In the current study, we show that association of P-JMJD1A with SWI/SNF and PPARγ conferred β-adrenergic-induced JMJD1A recruitment to target sites. Thus, the S265 phosphorylation on JMJD1A is possibly a prerequisite to recruit the enzyme to genomic target sites where the local chromatin serves as a substrate for demethylation of H3K9me2. Chronic conditions such as prolonged cold exposure (for example, several days to weeks exposure) or cold exposure after acclimating at thermoneutral conditions may lead to more drastic H3K9me2 changes at enhancers in brown fat as a consequence of the chronic adaption to cold environment.

Overall, the current studies combined with previous observations suggest that JMJD1A has dual roles for the adaptation to environmental cues (for example, catecholamine): one for hormone-induced dynamic chromatin remodelling and the other for demethylation that ensures a long-term stable pattern of gene expression. Our data suggest that PKA-dependent DNA looping plays a more dominant role for the acute and dynamic response, while H3K9 demethylation subsequently plays a key role for a more stable long-term change in gene expression.

## Methods

### Antibodies

Mouse monoclonal antibodies immunoglobulin G F0618 (IgG-F0618) and IgG-F0231 against mouse JMJD1A (a.a. 843–893) were produced by immunizing separate mice with gp64 fusion protein expressing baculovirus. Mouse monoclonal antibodies IgG-F0026 and IgG-F1628 against hJMJD1A were produced by immunizing mice with affinity-purified recombinant hJMJD1A protein. A rabbit polyclonal phospho-specific antibody against JMJD1A-Ser265 was produced by Operon Biotechnologies with a synthetic phosphopeptide corresponding to residues surrounding Ser265 JMJD1A (Ac- C-KRKS(pS)ENNGS-amide). A list of the other antibodies used in this article is shown in the Supplementary Table 1.

### Immunoprecipitation and immunoblotting

Whole-cell extracts were separated into soluble supernatant, nuclear extracts and the cytosolic fractions from the cells that were prepared as previously described^29^ with slight modifications: we used both protease inhibitors (5 μg ml^−1^ pepstatin A, 10 μg ml^−1^ leupeptin, 2.8 μg ml^−1^ aprotinin, 1 mM dithiothreitol (DTT) and 0.5 mM phenylmethylsulfonyl fluoride (PMSF)) and phosphatase inhibitors (40 mM NaF and 1 mM Na_3_VO_4_). For immunoprecipitation, whole-cell lysates or nuclear extracts were immunoprecipitated in cell lysis buffer (50 mM HEPES-KOH, pH 7.9, 150 mM NaCl, 1.5 mM MgCl_2_ and 1% NP-40) containing both protease inhibitors (5 μg ml^−1^ pepstatin A, 10 μg ml^−1^ leupeptin, 2.8 μg ml^−1^ aprotinin, 1 mM DTT and 0.5 mM PMSF) and phosphatase inhibitors (40 mM NaF and 1 mM Na_3_VO_4_) for 6 h wheel rotating at 4 °C as described, using the antibodies described in the legend to figures. For immunoblot analysis, aliquots of proteins were separated by SDS–PAGE and transferred to nitrocellulose membrane (Bio-Rad Laboratories). Immunodetection was carried out with the indicated antibodies (Supplementary Table 1) and bound antibodies were visualized with peroxidase-conjugated affinity-purified donkey anti-mouse or anti-rabbit IgG using ECL Plus (Amersham Biosciences), and luminescence images were analysed by ImageQuant LAS mini (GE Healthcare). Uncropped images of blots are shown in Supplementary Figs 11–15.

### Chromatin immunoprecipitation

For ChIP using JMJD1A, ARID1A, BRG1, C/EBPα, C/EBPβ and C/EBPδ antibodies, iBATs were crosslinked with 1.5 mM ethylene glycol bis(succinimidylsuccinate) (Thermo Scientific) for 30 min at room temperature (RT) and then directly a second crosslinking was performed by addition of 1% formaldehyde for 10 min. Fixation was stopped by adding 0.2 M glycine. After crosslinking, nuclear pellets were prepared for ChIP as described previously with the following modifications as described before^8^,^29^,^30^. Nuclear pellets were re-suspended in 2 ml lysis buffer (25 mM Tris-HCl, pH 8.0, 3 mM EDTA, 0.2% SDS, 0.9% Triton X-100 and 133 mM NaCl) and chromatin DNA was sheared to 2 kb average in size through sonication. Pre-washed magnetic Dynabeads (Life Technologies) were incubated with a specific antibody listed in Supplementary Table 1 in 500 μl of buffer A (PBS containing 0.01% Tween 20) for 1 h by wheel rotating at RT. Subsequently, sonicated crosslinked nuclear lysates (350 μg in 200 μl buffer A) were added and incubated overnight at 4 °C by wheel rotating. The beads were washed several times and eluted with elution buffer (1% SDS and 100 mM NaHCO_3_), the eluent was incubated with pronase (1 mg ml^−1^) at 42 °C for 2 h and then incubated at 65 °C overnight to reverse the crosslinks. DNA was purified using QIA quick PCR purification kit (Qiagen) and the concentration was measured by Qubit double-stranded DNA High Sensitivity assay kit (Invitrogen). For ChIP using the other antibodies (anti-H3K4me3, anti-H3K9me2, anti-H3K27ac, anti-H3ac, anti-Pol II and anti-PPARγ), iBATs at day 8 of differentiation were crosslinked with 0.5% formaldehyde for 10 min and chromatin DNA was sonicated to be 0.5 kb average in size. ChIP-sequencing was done with an Illumina/Solexa sequencer as previously described^8^,^29^,^30^.

### ChIP–qPCR analysis

ChIP samples were also analysed by gene-specific qPCR analyses. The results were presented as input per cent or normalized to precipitated DNA (fold enrichment). All primer sequences used in this article are listed in Supplementary Table 2.

### Real-time qPCR

The method for qPCR has been described^31^,^32^. PCR was carried out in 384-well plates using the ABI PRISM 7900HT sequence detection system (Applied Biosystems). All reactions were done in triplicate. All primer sequences used in this article are listed in Supplementary Tables 2–4.

### Formaldehyde-assisted isolation of regulatory elements

Formaldehyde-assisted isolation of regulatory elements was performed as described previously^33^,^34^ Briefly, formalin-crosslinked cell pellets were lysed in SDS lysis buffer (50 mM Tris-HCl, pH 8.0, 10 mM ETDA, 1% SDS and proteinase inhibitor cocktail (Nacalai Tesque)) and sonicated by ultrasound homogenizer (Bioruptor UCD-200TM, Cosmo Bio). Samples were subjected to phenol/chloroform extraction twice followed by ethanol precipitation and subsequently purified using QIAquick PCR purification kit (Qiagen).

### ChIP-seq data processing

All bound DNA fragments were mapped to UCSC build mm9 (NCBI Build 37) assembly of the mouse genome by a mapping programme ELAND (http://support.illumina.com/sequencing/sequencing_software/casava.html) based on the 5′-side 36 bp sequences.

### Identifying ChIP-seq-enriched regions

Regions of ChIP-seq that were enriched over the background were identified with SICER^35^,^36^ using the default values for the parameters: Window Size, 200 bp; Gap Size, 400 and E-value threshold, 100. Through this analysis, 27,396 genomic regions were picked up from JMJD1A ChIP-seq in iBATs at day 8 of differentiation under ISO-plus condition and were determined to be ‘significant binding sites' and were used for the following clustering analysis.

### Annotation of the JMJD1A binding sites

The JMJD1A binding sites were annotated as follows: the intergenic binding sites were assigned to the closest genes and the intragenic bindings sites were assigned to those genes.

### Clustering analysis of JMJD1A binding sites

To adjust the distribution of the number of DNA sequence tags mapped in the top 10,000 ‘significant binding sites' of JMJD1A, *Z*-scores of either JMJD1A, ARID1A, BRG1 or PPARγ ChIP-seq were calculated along JMJD1A ChIP-seq in the iBATs under ISO-plus condition. Subsequently, the JMJD1A binding sites were classified by a hierarchical clustering program (HOPACH, http://stat-www.berkeley.edu/~laan/Research/Research_subpages/Papers/hopach.pdf) based on the *Z*-scores.

### Analysis of TF binding motifs

To gain insights into the mechanism by which JMJD1A recognizes is recruited to its cognate DNA sequences, we studied the frequency of known TF binding motifs in the JMJD1A-associated regions with the top 10,000 highest JMJD1A-associated regions with higher SICER scores. DNA sequences that JMJD1A bound to were examined for motifs that are known to be binding sites of TFs using Genomatix (http://www.genomatix.de/). The top 10 known TF binding motifs were selected as the putative binding motifs based on the *Z*-scores representing scores of motif enrichment on the basis of random promoter sequences. To reconstruct exact binding motifs, all sequences corresponding to the identified putative motifs were assembled using a scoring method named matrix similarity score (MSS)^37^.

### Transcriptional microarray analysis

Genome-wide transcriptome analysis was performed using the Affymetrix GeneChip system according to the manufacturer's instructions as we previously described^29^. Labelled cRNA probes were hybridized to Mouse Genome 430 2.0 array (Affymetrix) and scanned by Affymetrix GeneChip scanner 3000 (Affymetrix). To calculate the average difference for each gene probe, GeneChip Analysis Suite software version 5.0 was used (Affymetrix). All transcripts with a detective call of absent across all time points as well as these with average difference call below 100 were excluded from the study. 

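The deposited table holds all 45101 probe sets, and the detection calls were not used here. A signal of at least 100 was reached by 10748 probe sets at 0 h, 10599 at 1 h and 10476 at 2 h. At least 1 array reached it for 11317 probe sets (25.1%), all 3 arrays for 9924, and 1393 reached it on some arrays and not on others. Genes induced from a low level fall among the latter: Ptgs2, Vdr, Has2 and Tnfsf11 had signals of 53.2, 52.0, 26.9 and 9.4 at 0 h. Reading the rule as a signal of at least 100 on all arrays removes these genes, and reading it as 1 or more arrays keeps them. Among the thermogenic genes Dio2 and Elovl3 stayed below 100, with highest signals of 9.8 and 41.6.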

Total RNA was extracted from iBATs at day 8 of differentiation at the indicated time points of ISO treatment (0, 1 and 2 h).

### Database search for identifying kinase consensus sequences

Putative PKA phosphorylation sequences located in JMJD1A were surveyed by the Scansite Motif Scanner (http://scansite.mit.edu/motifscan_seq.phtml).

### In-gel digestion and LC/MS/MS

JMJD1A and/or JMJD1A-associated proteins that were immunoprecipitated from HeLa cells or 3T3-L1 cells treated with ISO (10 μM for 1 h) with anti-hJMJD1A (IgG-F0026) or anti-mJMJD1A (IgG-F0231), respectively, were separated on SDS–PAGE, stained by SYPRO Ruby (Invitrogen), and the excised band was digested in-gel as previously described^38^. LC/MS/MS was performed using an LTQ orbitrap XL ETD mass spectrometer (Thermo Fisher Scientific). The methods for LC/MS/MS were as we described previously^39^, and the subsequent database search for peptide identification was slightly modified from those described previously^39^. Tandem mass (MS/MS) spectra were extracted using Proteome Discoverer version 1.3. All MS/MS samples were analysed using Mascot (Matrix Science, version 2.4.1). Mascot was set up to search Sprot_2013_11.fasta (selected for Mus, 16,693 entries) with the digestion enzyme trypsin, the maximum number of missed cleavage sites of three, fragment ion mass tolerance of 0.60 Da and a precursor ion tolerance of 5.0 p.p.m. Carbamidomethyl of cysteine was specified as a fixed modification and acetylation of the protein N terminus, pyroglutamation of glutamine and phosphorylation of tyrosine, serine and threonine were specified as variable modifications. Scaffold software (version Scaffold 4.2.1, Proteome Software Inc.) was used for peptide/protein identification. Peptide identifications were accepted if they could be established at >95.0% probability, and protein identifications were accepted if they could be established at >99.0% probability and contained at least two identified peptides.

### Establishment of a BAT line and Oil red O staining

Stromal vascular fractions (SVFs) were isolated from interscapular BATs of C57BL/6 mouse at P3 by digesting the brown adipose tissue depots with collagenase D (Roche) and dispase II (Roche) in PBS supplemented with 10 mM CaCl_2_ according to the method described previously^40^. SVFs were subsequently infected with retrovirus expressing large T antigen pBabe SV40 Large T antigen from Addgene (no. 13970) for 12 h. After 3 days of infection, the infected SVFs were selected by puromycin at 2 μg ml^−1^. The immortalized cell line (pre-iBATs) was tested for differentiation capacity and expression levels of *Ucp1* as described^40^. Differentiation into iBATs was induced by the treatment of subconfluent cell first for 2 days insulin (5 μg ml^−1^) and indomethacin (125 μM) in basal medium. The cells were then returned to the basal medium containing insulin (5 μg ml^−1^; maintenance medium), which was replenished every other day. The cells were stained with Oil Red O as described^29^,^30^.

To establish shRNA-mediated JMJD1A knockdown iBATs (iBAT^sh^s), iBATs were transduced with retroviral vector expressing shRNA targeting mouse *Jmjd1a* and were selected by G418 (1 mg ml^−1^) in basal medium for 6 days. To establish iBAT^sh^s ectopically expressing V5-tagged WT or mutants JMJD1A, iBAT^sh^s were infected with retrovirus expressing WT, S264A, S265A, S341A, 3SA, H1120Y, H1120F -hJMJD1A or empty vector followed by Zeocin selection (0.1 mg ml^−1^) for 12 days. The resultant iBATs transformants were designated WT, S264A, S265A, S341A, 3SA, H1120Y, H1120F -hJMJD1A-iBAT^sh^s and empty -hJMJD1A-iBAT^sh^s, respectively.

### Other cell culture

3T3-L1 pre-adipocytes and HeLa cells obtained from American Type Culture Collection and Plat E packaging cells were maintained in basal medium.

### 3C assay

3C assay was performed following a protocol as described previously^41^ with some modification. Briefly, cells were fixed in 1% formaldehyde for 10 min at RT. The crosslinking reaction was quenched with 0.125 M glycine and cells were collected by centrifugation at 400*g* for 5 min at 4 °C. The pellet was suspended in 1 ml of ice-cold lysis buffer (10 mM Tris-HCl, pH 8.0, 10 mM NaCl and 0.2% NP-40) containing protease inhibitors (5 μg ml^−1^ pepstatin A, 10 μg ml^−1^ leupeptin, 2.8 μg ml^−1^ aprotinin, 1 mM DTT and 0.5 mM PMSF) and phosphatase inhibitors (40 mM NaF and 1 mM Na_3_VO_4_), and incubated for 90 min at 4 °C. The swollen cells were centrifuged at 3,300*g* for 1 min at 4 °C in microcentrifuge. The pellet was dissolved in digestion buffer containing 0.3% SDS, incubated for 1 h at 37 °C, digested with 600U Hind III (Takara) containing 1.8% Triton X-100 overnight at 37 °C, followed by random re-ligation with 350U T4 DNA ligase (Takara). After reversing crosslinks by incubation with proteinase K (0.1 mg ml^−1^) at 65 °C for 4 h, genomic DNA was purified by phenol/chloroform extraction and ethanol precipitation. The ligated DNA (50 ng) was assessed by qPCR using ABI 7900HT system (Applied Biosystems) and TaqMan Universal PCR Master Mix (Applied Biosystems). All primer sequences used in this article are listed in Supplementary Table 4. A mouse BAC clones (RP23-469J23) was used to normalize the levels of 3C products that may have been PCR amplified with different primer efficiencies as previously described^42^. For 3C assay using the mouse BATs, fresh tissues were minced in PBS, crosslinked with 1% formaldehyde, homogenized with Dounce-type homogenizer containing 1 ml of ice-cold lysis buffer containing protease inhibitors and phosphatase inhibitors, incubated for 90 min at 4 °C and were centrifuged at 3,300*g* for 1 min at 4 °C. The pellet was processed for Hind III digestion as described above.

### Statistics

All data are presented as mean±s.e.m. Student's *t*-test was performed for the comparison of two groups. For multiple comparisons, analysis of variance were performed followed by Tukey's *post hoc* comparison. *P<0.05, **P<0.01 and ***P<0.001.

## Author contributions

T.I. and J.S. designed the study and wrote the paper. Y.A., R.R., Y.M., T.K., Y.T, K.T.-I., A.S., K.M., K.N. and S.O. carried out experiments. R.N carried out analyses. S.K. and H.K. provided materials.

## Additional information

**Accession codes:** The GEO accession numbers for gene expression microarray data and ChIP-seq data reported in this paper is GSE58936 and GSE67586, respectively.

**How to cite this article:** Abe, Y. *et al*. JMJD1A is a signal-sensing scaffold that regulates acute chromatin dynamics via SWI/SNF association for thermogenesis. *Nat. Commun.* 6:7052 doi: 10.1038/ncomms8052 (2015).

## Supplementary Material

Supplementary Information Supplementary Figures 1-15, Supplementary Tables 1-4, Supplementary Methods and Supplementary References

## Figures and Tables

**Figure 1:**
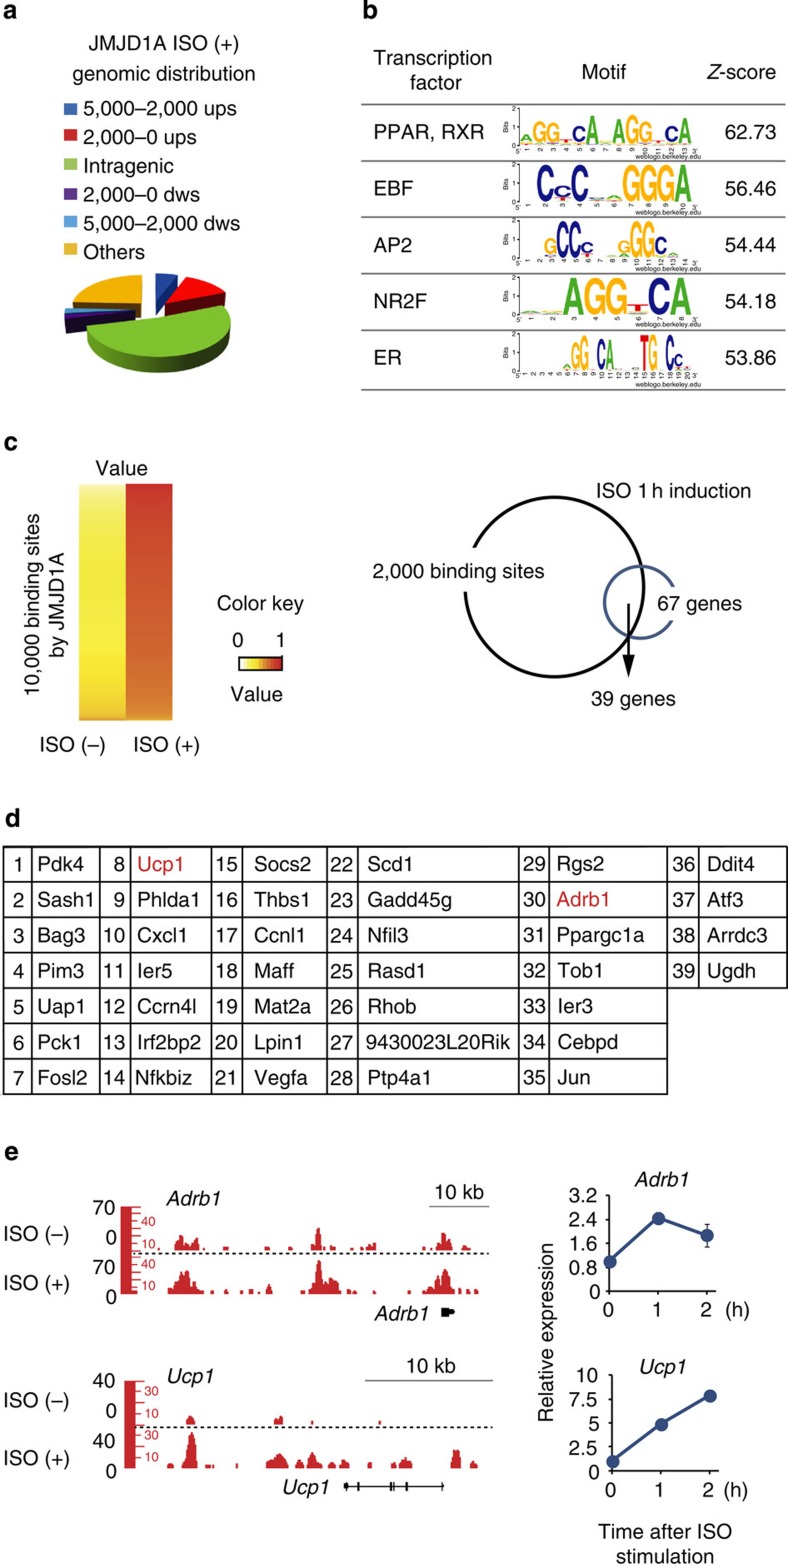
β-Adrenergic-dependent genomic localization of JMJD1A. (**a**) Genome-wide distribution of JMJD1A binding sites in ISO (1 μM for 2 h) treated iBATs. Ups, upstream; dws, downstream; ISO, isoproterenol. (**b**) Table depicting TF binding motifs enriched at constituent enhancers within JMJD1A binding regions relative to genomic background and associated *Z*-scores. (**c**,**d**) JMJD1A ChIP-seq and transcriptional microarray analysis performed in iBATs at day 8 of differentiation (day 8). Heatmap represents top 10,000 high SICER scored JMJD1A binding sites under ISO-plus condition (1 μM for 2 h). Colour intensity represents *Z*-score of JMJD1A binding sites under ISO-minus versus those under ISO-plus condition. The higher the (red/yellow) contrast it becomes, the higher ISO-induced JMJD1A recruitment to the given binding sites relative to ISO-minus. For reference, a colour intensity scale is included (**c**, left panel). Venn diagram showing the top 2,000 sites annotated ISO-induced JMJD1A binding and the number of ISO-induced genes >2^0.8^-fold by ISO (1 μM for 1 h; **c**, right panel). The overlapping genes were listed in **d**. (**e**) Genome browser shots showing the ISO-induced JMJD1A recruitments on selected genomic regions analysed by ChIP-seq in iBATs (day 8) treated with ISO (1 μM) or vehicle for 2 h (left panel). mRNA levels of *Adrb1* and *Ucp1* in iBATs (day 8) after ISO (1 μM) treatment at the indicated time points. Data were presented as fold change relative to 0 h (mean±s.e.m.) of three technical replicates (error bars are too tiny to see; right panel).

**Figure 2:**
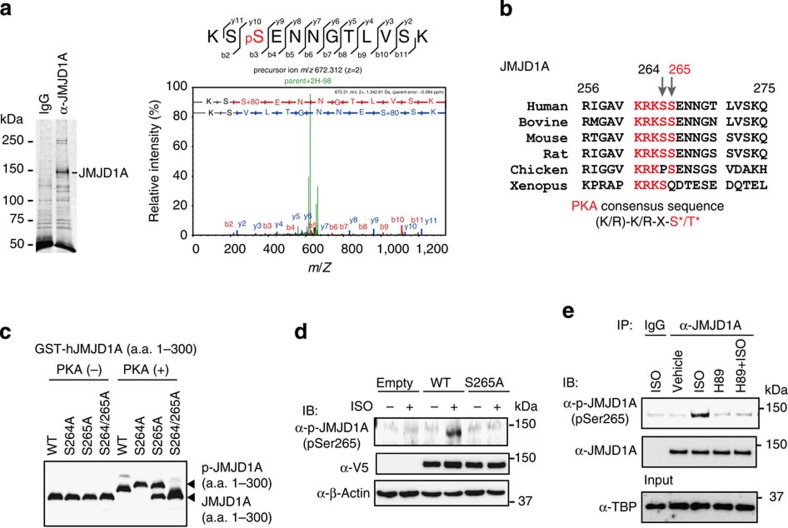
JMJD1A is phosphorylated at serine 265 by PKA. (**a**) Post-translational modifications of JMJD1A identified by mass spectrometry. JMJD1A protein in ISO-treated HeLa cells were immunoprecipitated with anti-hJMJD1A antibody (IgG-F0026), separated by SDS–PAGE gel, stained with SYPRO Ruby and then subjected to in-gel digestion for mass spectrometry (left panel). MS/MS spectrum of the P-JMJD1A fragment from K263 to K274, *m/z*=672.312 (*Z*=2) is shown in the right panel. (**b**) The PKA consensus site is conserved in various species. (**c**) *In vitro* PKA kinase assay. WT, S264, S265A or S264A/S265A mutated JMJD1A (a.a. 1–300) recombinant GST-fusion proteins were PKA-treated and subjected to Phos-tag SDS–PAGE followed by immunoblot (IB) analysis with anti-GST antibody. (**d**) ISO-induced JMJD1A phosphorylation at S265. Whole-cell lysates from WT- or S265A-hJMJD1A expressing iBAT^sh^s (day 8) treated with ISO (10 μM for 1 h) were subjected to immunoprecipitation (IP) using anti-mJMJD1A (IgG-F0618) followed by IB analysis with anti-P-S265-JMJD1A. (**e**) IB analysis showing PKA-mediated phosphorylation of native JMJD1A at S265. iBATs (day 8) were pretreated with PKA inhibitor H89 (20 μM) for 20 min and then treated with ISO (10 μM) for 1 h. Whole-cell lysates were subjected to IP using anti-mJMJD1A (IgG-F0618) and IB analysis with anti-P-S265-JMJD1A. Uncropped images of the blots (**c**–**e**) are shown in Supplementary Fig. 11.

**Figure 3:**
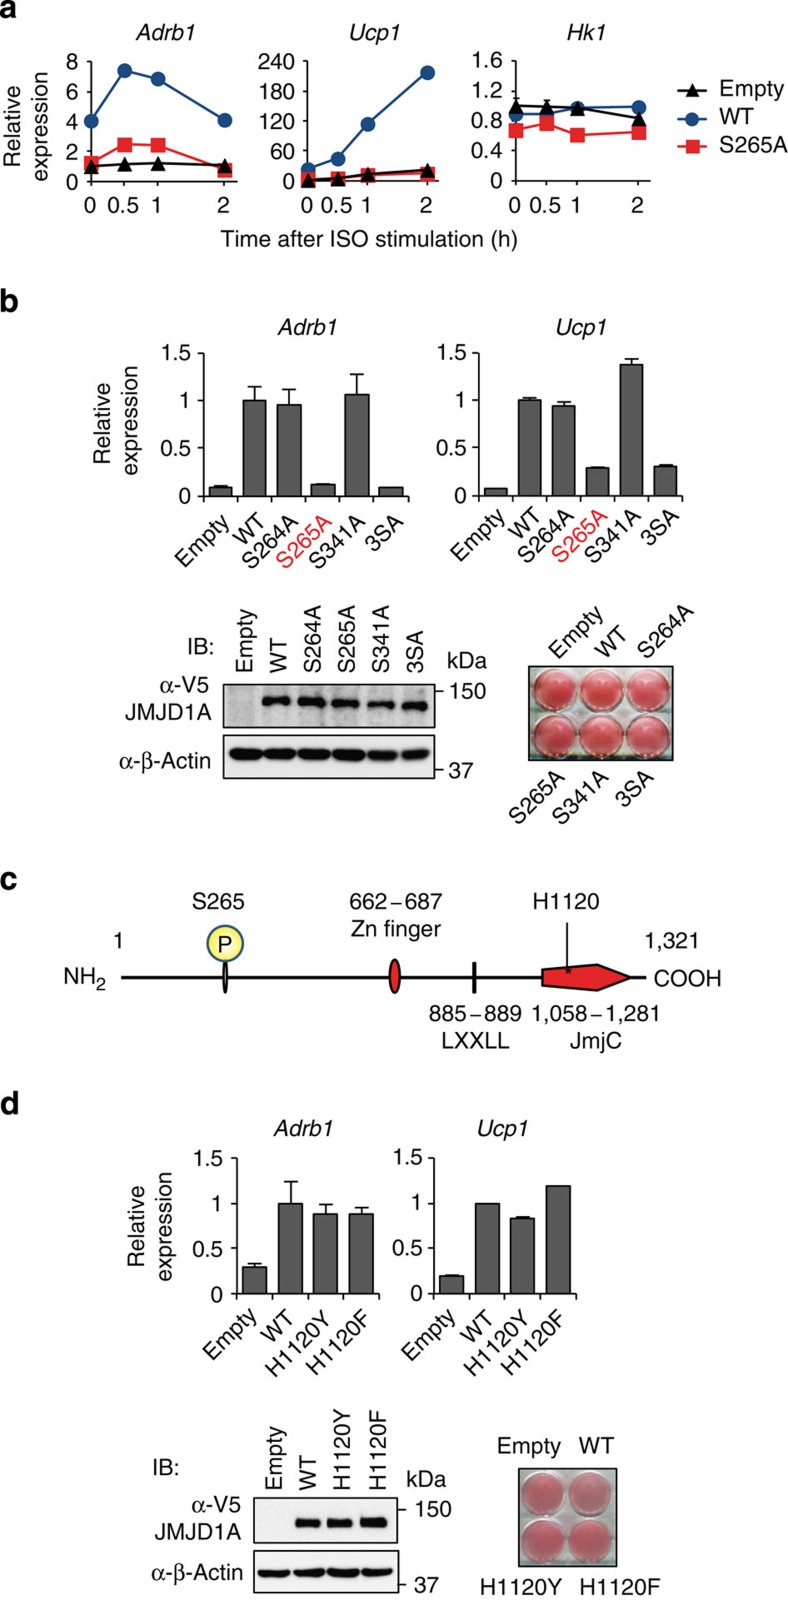
Phosphorylation of JMJD1A at S265 is crucial for β-adrenergic-induced gene transcriptions. (**a**) ISO-induced *Adrb1* and *Ucp1* mRNA levels in iBAT^sh^s stably expressing WT- or S265A-hJMJD1A or empty vector were measured by RT-qPCR. The mRNA values are depicted relative to mRNA in iBAT^sh^s transduced with empty vector on day 8 of differentiation before ISO treatment (0 h), which are arbitrarily defined as 1. (**b**) *Adrb1* and *Ucp1* mRNA levels in WT or serine to alanine mutants (S264A, S265A, S341A or, 3SA) JMJD1A expressing iBAT^sh^s measured by RT-qPCR after 1 h ISO treatment (top panel). 3SA represents all three mutations of S264A, S265A and S341A. Data were presented as fold change relative to WT-hJMJD1A-iBAT^sh^s after normalized to cyclophilin. Immunoblot (IB) analysis for WT and various mutant JMJD1A proteins and Oil Red O (ORO) staining (bottom panel). (**c**) Schematic representation of the domain architecture of hJMJD1A. Phosphorylation site at S265 and Fe(II) binding site at H1120 are shown. (**d**) Comparable ISO-induced gene expressions of *Adrb1* and *Ucp1* in WT and demethylase dead JMJD1A mutants expressing iBAT^sh^s. RT-qPCR was performed to quantify mRNA levels of *Adrb1* and *Ucp1* genes in WT-, H1120Y- or H1120F-hJMJD1A- iBAT^sh^s treated with ISO for 1 h (top panel). Data were presented as fold change relative to WT-hJMJD1A-iBAT^sh^s. IB analysis and ORO in the indicated iBATs (bottom panel). Data are presented as mean±s.e.m. of three technical replicates (**a**,**b**,**d**) (error bars are too tiny to see in some figures). Uncropped images of the blots (**b**,**d**) are shown in Supplementary Fig. 11.

**Figure 4:**
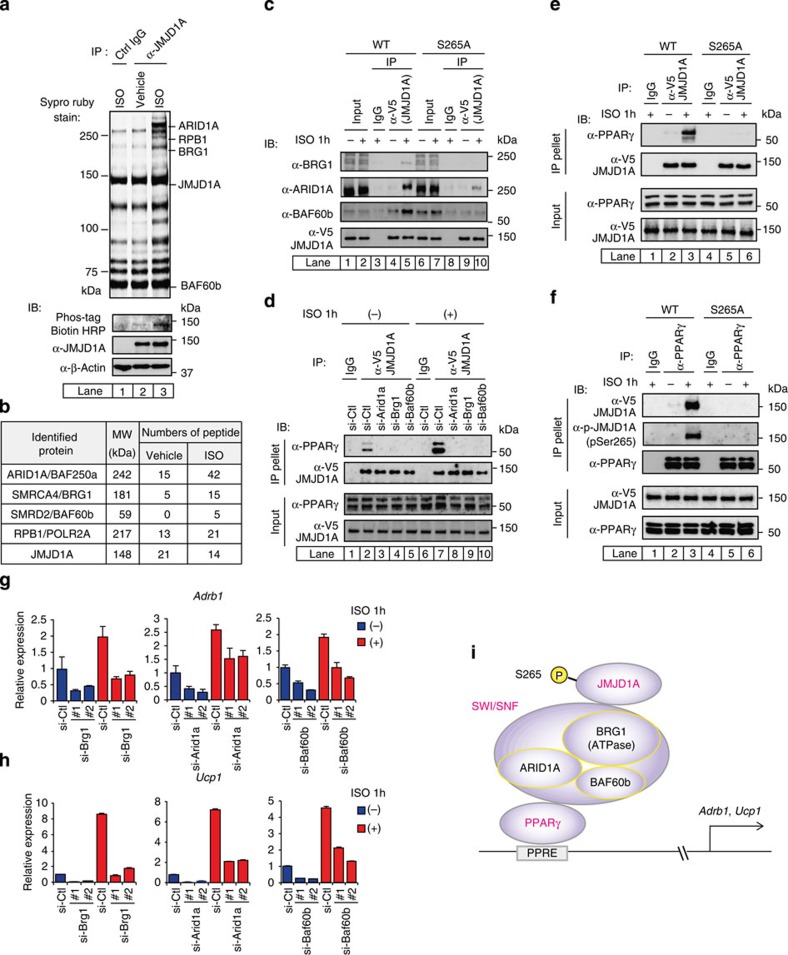
Phosphorylation of JMJD1A triggers the interaction with SWI/SNF and PPARγ. (**a**,**b**) JMJD1A-associated proteins were immunoprecipitated with anti-mJMJD1A antibody (IgG-F0231) from 3T3-L1 cells treated with ISO (10 μM for 1 h), separated by SDS–PAGE gel, stained with SYPRO Ruby and then subjected to in-gel digestion for mass spectrometry (**a**, top panel). Identified proteins were shown in **b** and Supplementary Fig. 4a. P-JMJD1A protein was demonstrated by immunoblot (IB) analysis using anti-phospho-S265-JMJD1A antibody (**a**, bottom panel). (**c**) Nuclear extracts from either WT- or S265A-hJMJD1A-iBAT^sh^s were treated with either ISO (10 μM for 1 h) or vehicle and subjected to immunoprecipitation (IP) with anti-V5 antibody and followed by IB analysis with anti-BRG1, anti-ARID1A or anti-BAF60b. (**d**) ISO-dependent JMJD1A association with PPARγ via ARID1A, BRG1 and BAF60b. WT-hJMJD1A-iBAT^sh^s were subjected to IP with anti-V5 and followed by IB with anti-PPARγ antibody (IgG-A3409). (**e**,**f**) S265 phosphorylation is crucial for JMJD1A binding to PPARγ. WT or S265A-hJMJD1A-iBAT^sh^s were pre-cultured in 0.1% bovine serum albumin containing DMEM for 6 h then treated with ISO (10 μM for 1 h) or vehicle and nuclear extracts from each cells were subjected IP with anti-V5 antibody followed by IB with anti-PPARγ antibody (**e**). The same extracts were also subjected IP with anti-PPARγ antibody followed by IB with either anti-V5 antibody or anti-P-S265-JMJD1A antibody (**f**). (**g**,**h**) JMJD1A and SWI/SNF complex interaction was functionally linked to gene expressions. *Adrb1* and *Ucp1* mRNA levels were quantified by RT-qPCR in WT-hJMJD1A-iBAT^sh^s transfected with control short interfering RNA (siRNA) or two independent siRNAs specifically targeting *Arid1a*, *Brg1* or *Baf60b* under either ISO-plus (1 μM for 1 h) or minus condition. Data were presented as fold change relative to control siRNA transfected cells under ISO-minus condition. Error bars represent mean±s.e.m. of three technical replicates. The experiments were performed at least three times and the most representative one is shown. (**i**) Schematic drawing of JMJD1A–SWI/SNF–PPARγ complex. P-JMJD1A at S265 induces forming a complex with SWI/SNF chromatin remodeler and TF PPARγ recruited to PPRE (Fig. 1b). PPRE, PPAR-responsive element. Uncropped images of the blots (**a**,**c**–**f**) are shown in Supplementary Figs 11 and 12.

**Figure 5:**
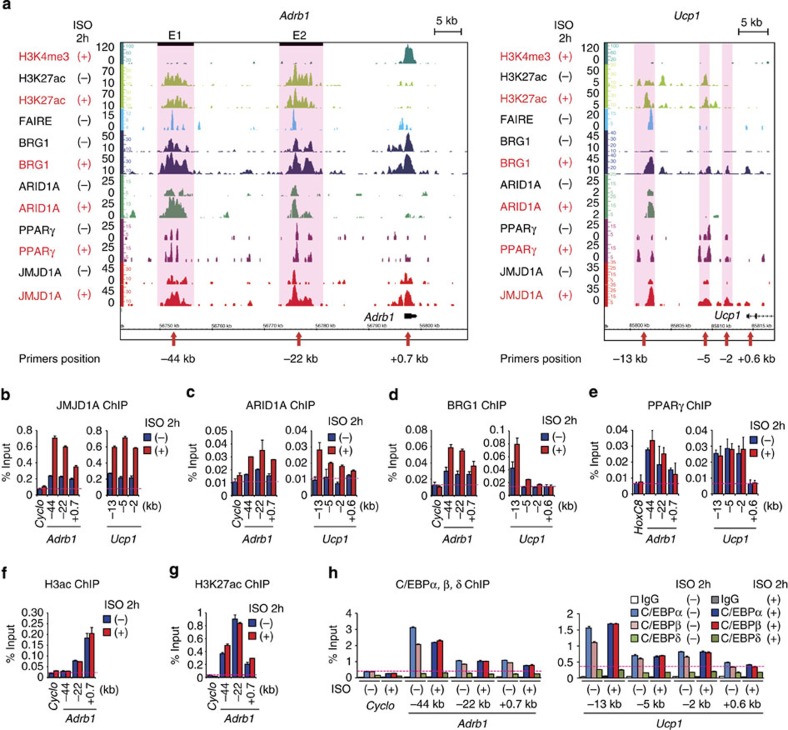
Co-localization of JMJD1A–SWI/SNF-PPARγ across *Adrb1* and *Ucp1* genomic regions. (**a**) ChIP-seq profiles for H3K4me3, H3K27ac, BRG1, ARID1A, PPARγ and JMJD1A and formaldehyde-assisted isolation of regulatory element (FAIRE)-seq open chromatin profile on *Adrb1* and *Ucp1* genomic regions. iBATs (day 8) were treated with 1 μM ISO or vehicle for 2 h and subjected to ChIP-seq or FAIRE-seq analysis. Light pink shadows highlight the enhancers from H3K27ac ChIP-seq data. JMJD1A, SWI/SNF components (ARID1A and BRG1) and PPARγ co-localized at distal enhances of *Adrb1* and *Ucp1.* Scale bars, 5 kb. (**b**–**h**) ChIP–qPCR of ISO-induced binding of JMJD1A (**b**), ARID1A (**c**), BRG1 (**d**), PPARγ (**e**), H3ac (**f**), H3K27ac (**g**), C/EPBα (**h**), C/EBPβ (**h**) or C/EBPδ (**h**) on enhancers each of *Adrb1* and *Ucp1*. Vertical axis represents % input. The experiments in **b**–**h** were performed at least three times and the representative one is shown. Error bars represent mean±s.e.m. of three technical replicates.

**Figure 6:**
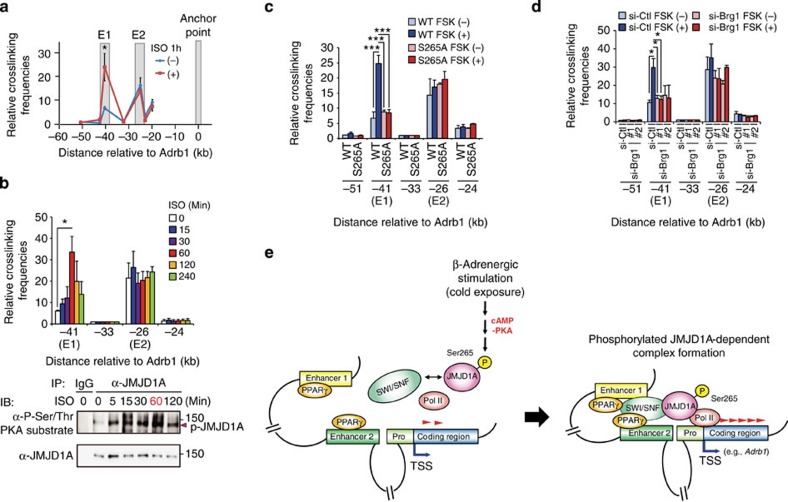
P-JMJD1A mediates PKA-induced enhancer–promoter interaction at the *Adrb1* locus. (**a**–**d**) 3C-qPCR analysis of the interaction frequency of the restriction fragments with the anchor point fixed near the *Adrb1* gene. The grey shadows in **a** highlight the regions containing E1 and E2 enhancer elements and anchor point. Crosslinked chromatin samples were prepared from differentiated iBATs (day 8) treated with 1 μM ISO or vehicle for 1 h (**a**), treated with 1 μM ISO for the indicated time periods (**b**), from WT- and S265A-hJMJD1A iBAT^sh^s treated with 20 μM FSK or vehicle for 20 min (**c**) or from differentiated iBATs transfected with control or two independent *Brg1* siRNA treated with 20 μM FSK or vehicle for 20 min (**d**). Time course of ISO-induced JMJD1A phosphorylation was determined by immunoprecipitation (IP) followed by immunoblot (IB) analysis (**b**, bottom panel). Uncropped images of the blots are shown in Supplementary Fig. 13. Error bars represent±s.e.m. of three independent experiments. Student's *t*-test was performed for comparisons in **a** and analysis of variance were performed followed by Tukey's *post hoc* comparison in **b**–**d**. *P<0.05 and ***P<0.001 were considered statistically significant. (**e**) A schematic model. See the discussion for details.

**Figure 7:**
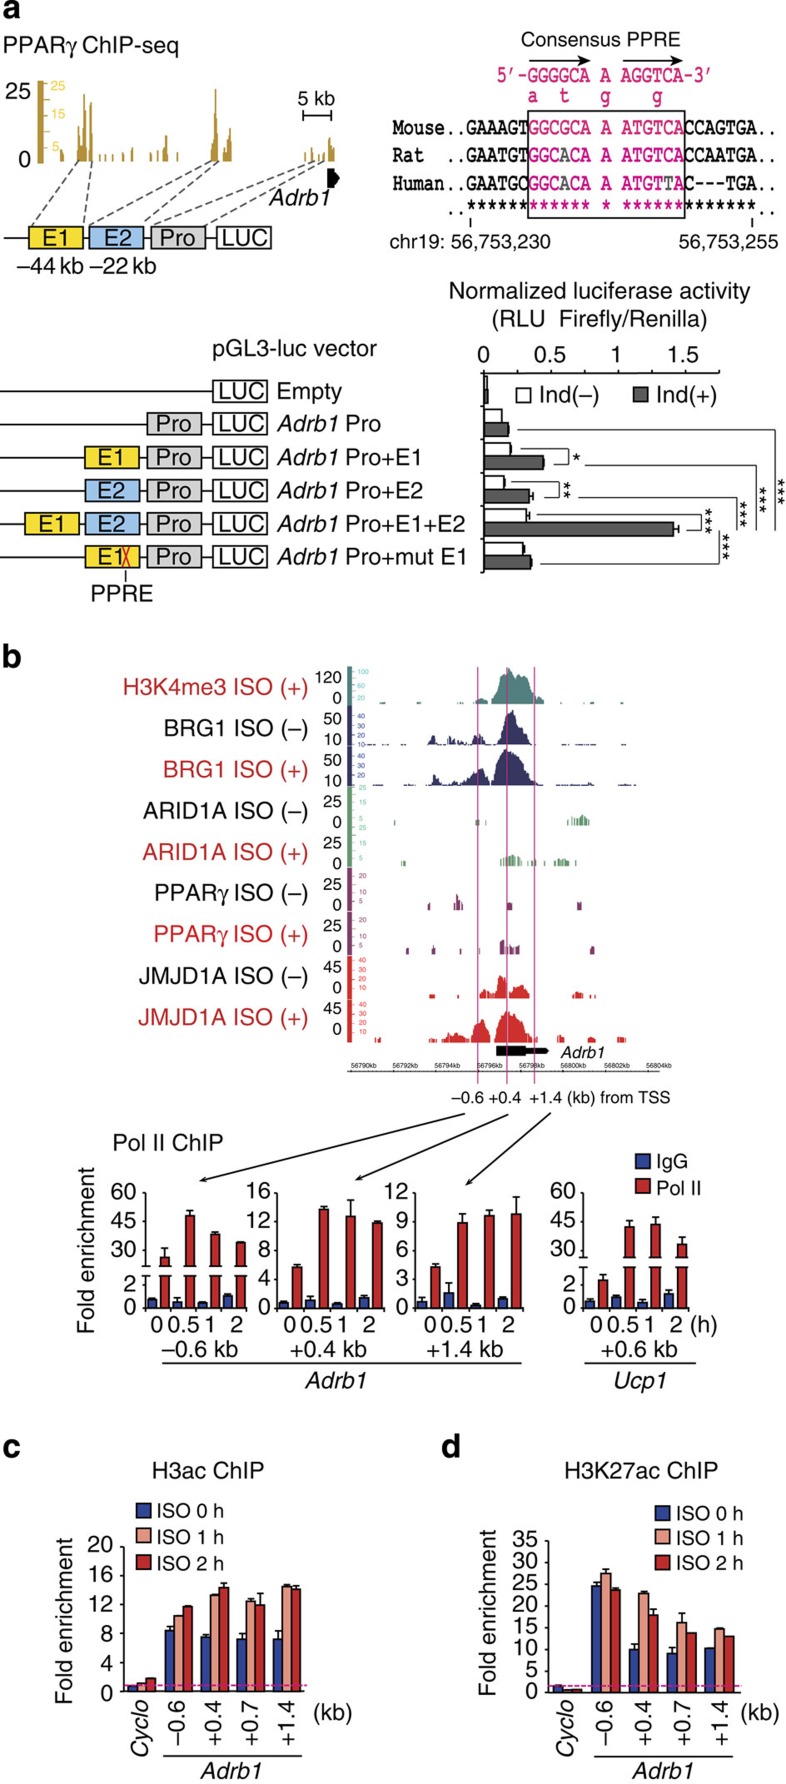
Looping of two enhancers to the *Adrb1* promoter synergistically enhances *Adrb1* gene expression. (**a**) Luciferase reporter activity driven by *Adrb1* promoter and two enhancer elements. iBATs were transfected with the indicated luciferase reporter plasmids (left panel) and cultured with differentiation medium containing 5 μg ml^−1^ insulin plus 125 μM indomethacin or only insulin for 2 days, then the luciferase activity was measured (right bottom panel). Mutated PPRE consensus sequence in Pro+mut E1 plasmid is shown (top right panel). Data were normalized to Renilla internal control. Error bars represent±s.e.m. of three independent experiments. Analysis of variance were performed followed by Tukey's test, and *P<0.05, **P<0.01 and ***P<0.001 were considered statistically significant. (**b**–**d**) ISO-induced RNA Pol II recruitment and histone acetylation mark at the vicinity of *Adrb1* and *Ucp1* genes. ChIP–qPCR analysis of Pol II (**b**), H3ac (**c**) and H3K27ac (**d**) in iBATs at day 8 of differentiation treated with 1 μM ISO for 0, 1 or 2 h at *Adrb1* gene (**b**, top panel). Genome browser shot of the *Adrb1* gene from Fig. 5a and the positions of the sets of primers used for the Pol II ChIP–qPCR are denoted (**b**, top panel). Data are normalized to precipitated DNA (fold enrichment). Error bars represent±s.e.m. of three technical replicates. PPRE, PPAR-responsive element; RLU, relative light unit.

**Figure 8:**
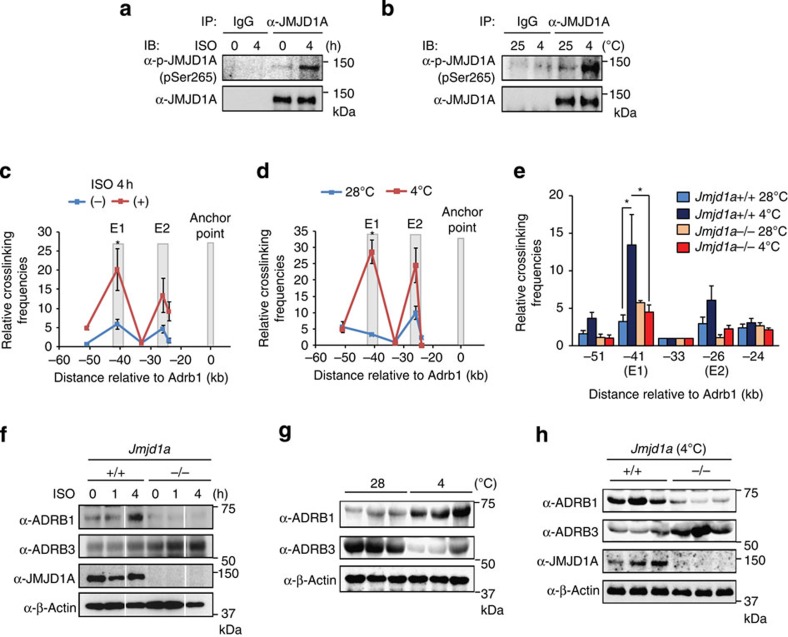
P-S265-JMJD1A induces enhancer–promoter interaction in response to β-adrenergic signalling in brown adipose tissue of mice *in vivo*. (**a**,**b**) Immunoblot (IB) analyses for P-JMJD1A proteins in the brown adipose tissue from 14-week-old C57BL/6J mice treated with ISO (10 mg kg^−1^, by subcutaneous (s.c.) injection) for 4 h (**a**) or 12-week-old C57BL/6J mice placed at 25 or 4 °C for 6 h (**b**). Whole-cell extracts from brown adipose tissue were subjected to immunoprecipitation (IP) followed by IB analysis. (**c**–**e**) Dynamic changes in higher-order chromatin conformation of the *Adrb1* locus in brown adipose tissue of ISO-induced and cold-exposed mice. 3C-qPCR analysis was performed with the anchor point fixed near the *Adrb1* gene in brown adipose tissue of *Jmjd1a+/+* mice injected with ISO (10 mg kg^−1^, by s.c. injection) for 4 h (**c**) or exposed to 28 or 4 °C for 6 h (**d**), or *Jmjd1a+/+* and *Jmjd1a−/−* mice exposed to 28 or 4 °C for 6 h (**e**) as described in Fig. 6a–d. Error bars represent±s.e.m. of three independent experiments. Student's *t*-test was performed for comparisons in **c** and **d**, and analysis of variance were performed followed by Tukey's *post hoc* comparison in **e**. *P<0.05 was considered statistically significant. (**f**–**h**) IB analysis for ADRB1 and ADRB3 proteins in brown adipose tissue from *Jmjd1a+/+* or *Jmjd1a−/−* mice injected with ISO (10 mg kg^−1^, by s.c. injection) for indicated hours (**f**), from WT mice placed at 28 or 4 °C for 6 h (*n*=3 mice per group; **g**), and brown adipose tissue from *Jmjd1a+/+* and *Jmjd1a−/−* mice exposed to 4 °C for 6 h (*n*=3 mice per group; **h**). Uncropped images of the blots (**a**,**b**,**f**–**h**) are shown in Supplementary Fig. 13.

# Supplementary material for: JMJD1A is a signal-sensing scaffold that regulates acute chromatin dynamics via SWI/SNF association for thermogenesis
**Source:** Nat Commun. 2015 May 7;6:7052. doi: 10.1038/ncomms8052
**Supplement:** Supplementary Information — Supplementary Figures 1-15, Supplementary Tables 1-4, Supplementary Methods and Supplementary References

## Supplementary Information

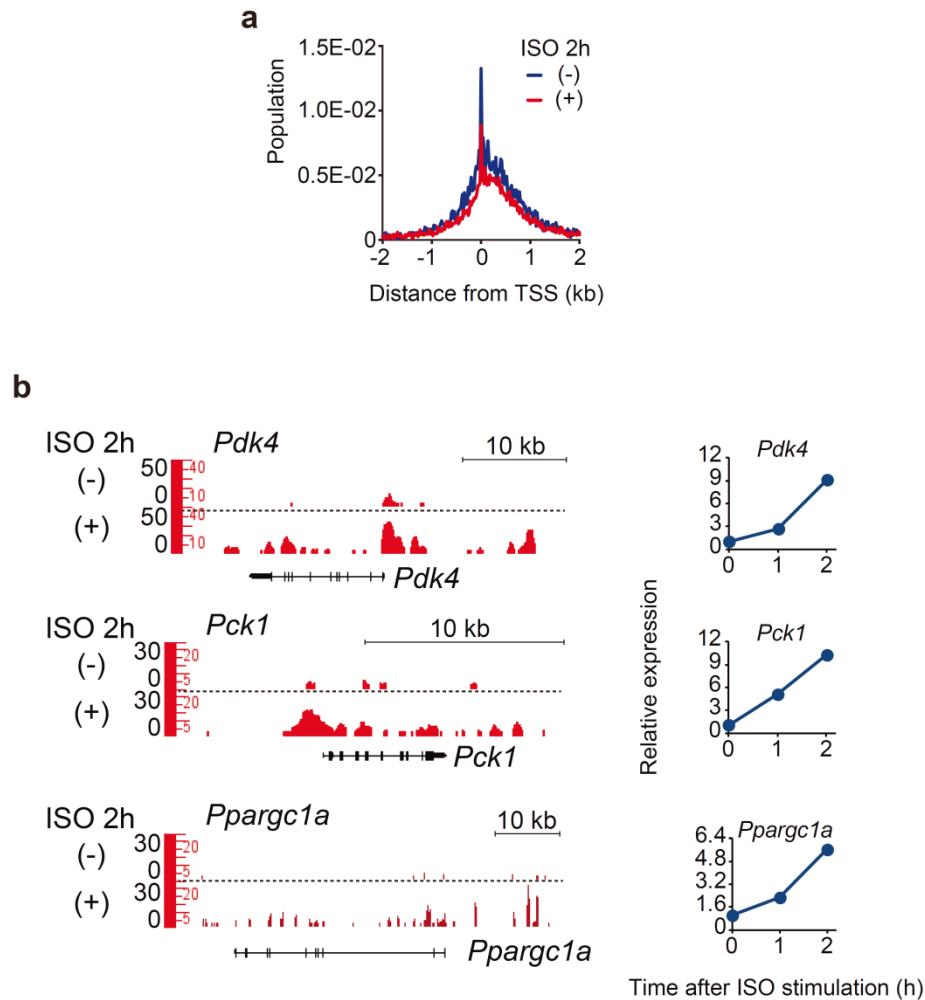

**Supplementary Figure 1 |  $\beta$ -Adrenergic dependent genomic localization of JMJD1A.** (a) ChIP-seq tag distribution of JMJD1A surrounding TSS of JMJD1A targets. TSS, transcription start site; ISO, isoproterenol. (b) Genome browser shots showing the ISO induced JMJD1A recruitments on selected genomic regions analyzed by ChIP-seq in iBATs (day 8) treated with ISO or vehicle for 2 hr (left panel). Quantification of mRNA levels by RT-qPCR in iBATs (day 8) at indicated time points after ISO treatment (1  $\mu$ M). Data were presented as fold change relative to 0 hr ( $\pm$  SEM) of three technical replicates (error bars are too tiny to see) (right panel).

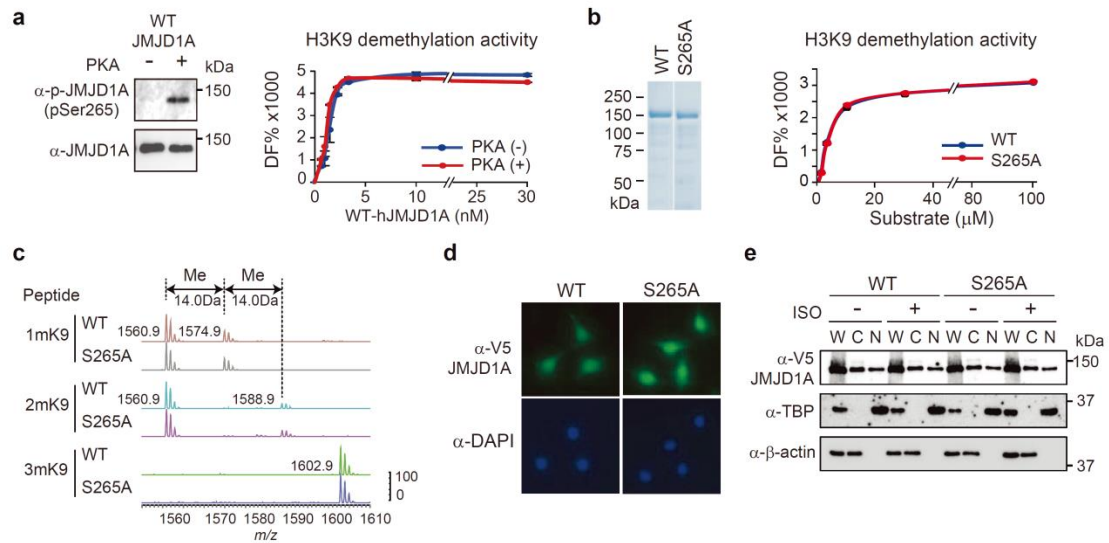

**Supplementary Figure 2 | S265-phosphorylation is not essential for H3K9-demethylation activity in vitro.** (a) Histone demethylase activity of JMJD1A examined by HTRF-FRET histone demethylase assay using either PKA- or vehicle-treated JMJD1A proteins purified from Sf9 cells (right panel). Vertical axis represents DF% as described in the Supplementary Methods. Data are mean  $\pm$  SD of two technical replicates. P-S265-JMJD1A levels induced by PKA treatment were detected by immunoblot analysis (left panel). (b) Histone demethylase activity of WT or S265A JMJD1A determined as described in (a) (right panel). The same amounts of both WT and S265A JMJD1A proteins were separated by SDS-PAGE gel (left panel). (c) Substrate specificity of WT and S265A JMJD1A determined by MALDI-TOF/MS using H3K9me1, H3K9me2, or H3K9me3. (d) Cellular localization of V5-tagged JMJD1A was determined by immunofluorescence analysis in WT- and S265A-hJMJD1A-iBAT<sup>sh</sup>s using anti-V5 antibody. DAPI was used for DNA counterstaining. (e) Subcellular fractionation of WT- and S265A-hJMJD1A iBAT<sup>sh</sup>s treated with ISO (10  $\mu$ M) or vehicle for 1 hr demonstrated the localization of JMJD1A in whole cell extracts (W), cytosolic fractions (C) and nuclear extracts (N).  $\beta$ -actin and TBP were used for subcellular markers for cytosolic fractions and nuclear extracts, respectively. Uncropped images of the blots (a,e) are shown in Supplementary Fig. 14.

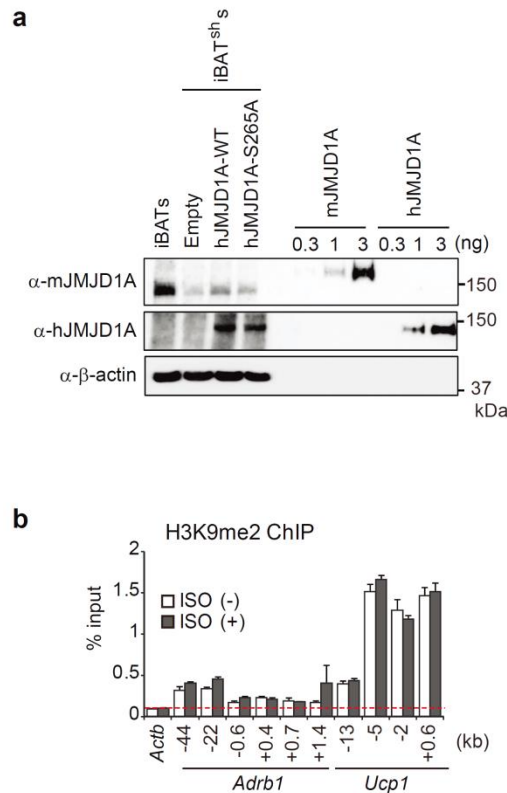

**Supplementary Figure 3 | Equivalent protein expressions of overexpressed human JMJD1A and native JMJD1A protein expressions in immortalized brown adipocytes.** (a) Aliquots of whole cell lysate (60  $\mu$ g protein) prepared from iBATs, iBAT<sup>sh</sup>s overexpressing wild-type or S265A human JMJD1A (WT- or S265A-hJMJD1A-iBAT<sup>sh</sup>s, respectively), or control Zeo<sup>r</sup>-empty (Empty (Zeo<sup>r</sup>)) along with the indicated amounts of recombinant purified human JMJD1A (full length) or His-tagged mouse JMJD1A (full length) proteins were subjected to SDS-PAGE and immunoblot analysis with anti-mJMJD1A (IgG-F0618) or anti-hJMJD1A (IgG-F1628). The result showed that exogenous human JMJD1A was expressed in iBAT<sup>sh</sup>s similar level to native JMJD1A in iBATs. Uncropped images of the blots are shown in Supplementary Fig. 14. (b) H3K9me2 ChIP-qPCR performed in iBATs at day 8 of differentiation treated with either ISO (1  $\mu$ M) or vehicle for 2 hr. ChIP-qPCR was performed using the set of primers that amplify the indicated regions from TSS of *Adrb1* or *Ucp1* as listed in Supplementary Table 2. Data were presented as percentage of inputs ( $\pm$  SEM) of three technical replicates. The experiments were performed at least three times with similar results.

**a** Identified peptides from LC/MS/MS

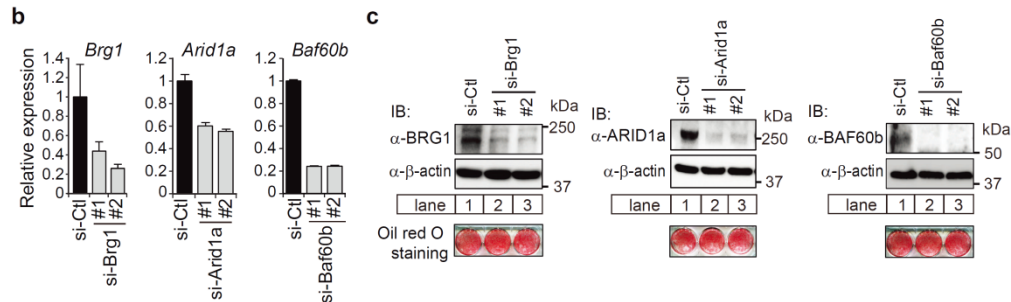

**Supplementary Figure 4 | Identification of P-JMJD1A binding proteins.** (a) Identified peptides for BRG1, DNA-directed RNA polymerase II subunit RPB1 (POLR2A), ARID1A, and BAF60b from LC/MS/MS. (b,c) Knockdown efficiency of *Brig1*, *Arid1a*, or *Baf60b* in differentiated iBATs were determined by RT-qPCR (b) and immunoblot analysis (c). Data in (b) were presented as fold change relative to control siRNA transfected WT-hJMJD1A iBAT<sup>sh</sup>s ( $\pm$  SEM) of three technical replicates. Oil Red O staining was performed in the indicated cells (c). Uncropped images of the blots (c) are shown in Supplementary Fig. 14.

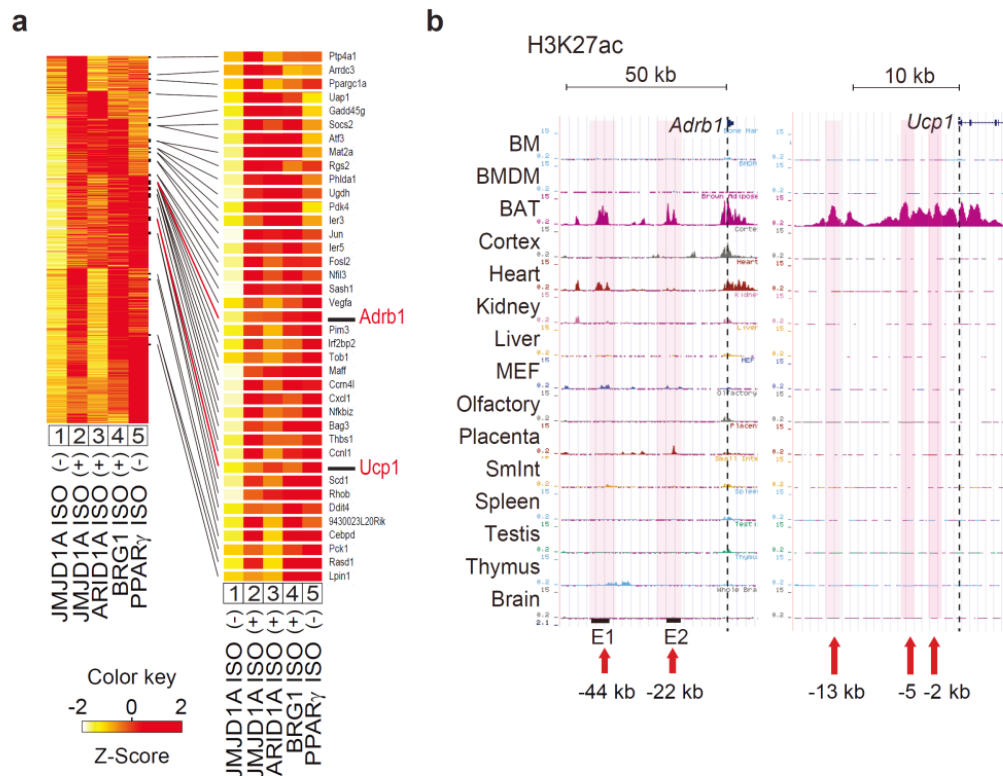

**Supplementary Figure 5 | Co-localization of JMJD1A, SWI/SNF, and PPAR $\gamma$  across JMJD1A target genomic regions.** (a) Heat map showing co-recruitment of ARID1A, BRG1 and PPAR $\gamma$  to ISO-induced JMJD1A binding sites. ISO-induced JMJD1A binding sites were further classified by the Z-scores of ARID1A, BRG1, and PPAR $\gamma$  binding to ISO induced JMJD1A binding sites as described in detail under the Methods. Z-scores of ARID1A, BRG1, and PPAR $\gamma$  bindings were scored based on the number of sequence tags obtained by ChIP-seq of ARID1A, BRG1, and PPAR $\gamma$ . Magnified heat map on the right represents P-JMJD1A target 39 genes shown in Fig. 1d. For reference, a color intensity scale is included. (b) H3K27ac marks distal to *Adrb1* and *Ucp1* in brown adipose tissue. ChIP-seq profiles of H3K27ac from the indicated normal mouse tissues were obtained from ENCODE/LICR histone modification data in the UCSC genome browser (NCBI37/mm9 assembly). Abbreviations: BM, bone marrow; BMDM, BM-derived macrophages; SmInt, small intestine.

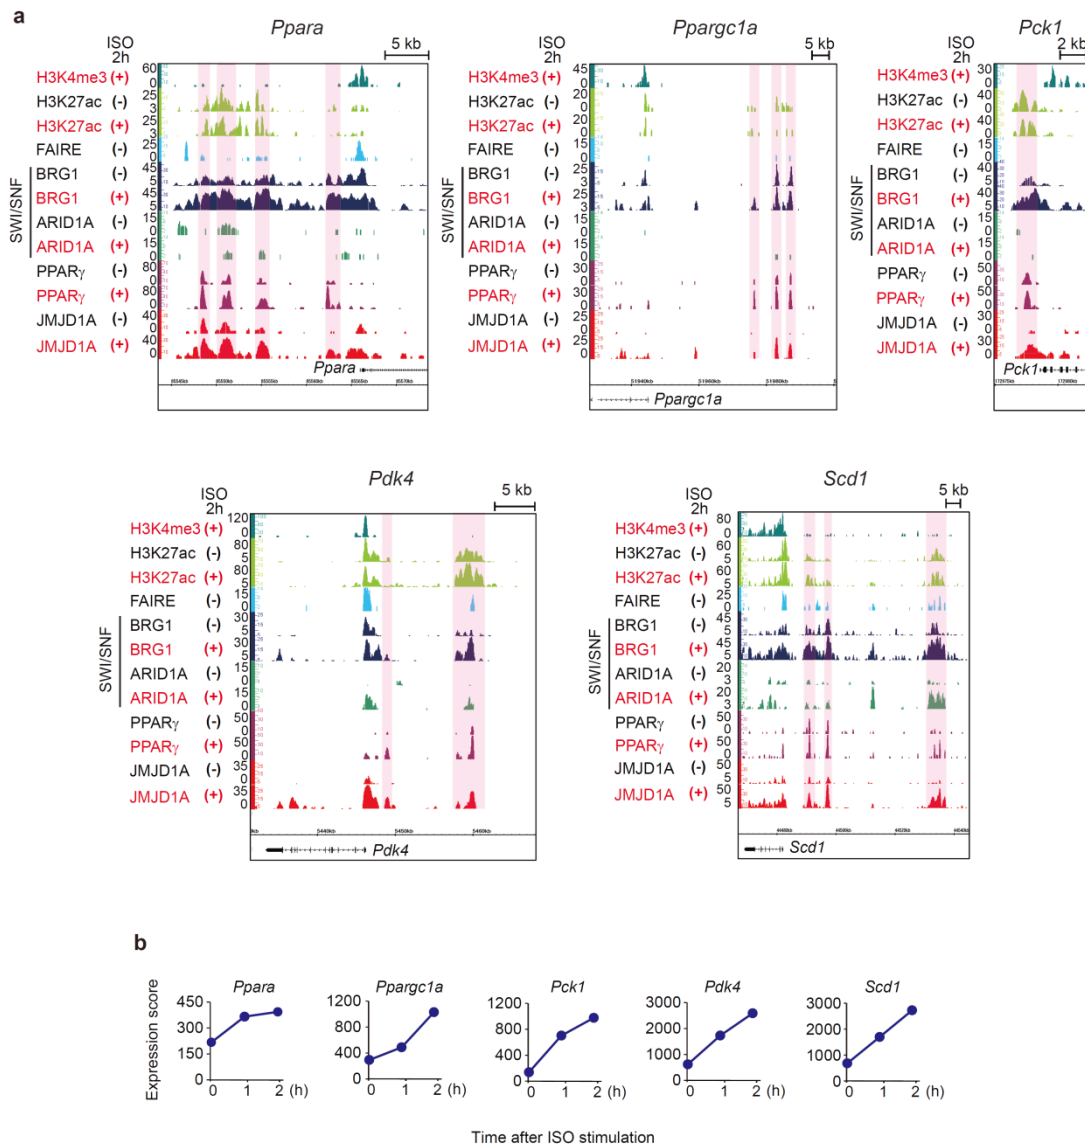

**Supplementary Figure 6 | Co-localization of JMJD1A, SWI/SNF, and PPAR $\gamma$  and their target gene expressions.** (a) ChIP-seq profiles for H3K4me3, H3K27ac, BRG1, ARID1A, PPAR $\gamma$  and JMJD1A and FAIRE-seq open chromatin profile on *Ppara*, *Ppargc1a*, *Pck1*, *Pdk4* and *Scd1* genomic regions. iBATs (day 8) were treated with 1  $\mu$ M ISO or vehicle for 2 hr and subjected to ChIP-seq or FAIRE-seq analysis. Light pink shadows highlight the enhancers from H3K27ac ChIP-seq data. JMJD1A, SWI/SNF components (ARID1A and BRG1), and PPAR $\gamma$  co-localized at distal enhances of *Ppara*, *Ppargc1a*, *Pck1*, *Pdk4* and *Scd1*. (b) mRNA levels of *Ppara*, *Ppargc1a*, *Pck1*, *Pdk4* and *Scd1* in iBATs (day 8) treated with 1  $\mu$ M ISO for 0, 1, 2 hr were determined by transcriptional microarray analysis.

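The bars of Supplementary Fig. 6b are signals of 1 array per time point. An Affymetrix array measures a gene with 1 or more probe sets, each a group of short probes, and probe sets of the same gene can differ in response. For Scd1 the kept probe sets differed. The brighter one was at 1.08-fold at 1 h and 0.904-fold at 2 h, whereas the other went from 681.1 to 1696.2 and 2722.8, which is 2.49-fold and 4.00-fold. The 2 kept probe sets of Scd2, a paralog, did not pass 2^0.8-fold, with log2 ratios between -0.17 and 0.04 at 2 h. For Ppargc1a all 5 kept probe sets rose at 2 h, with log2 ratios from 1.81 to 2.32, and 2 of them passed at 1 h, where the range was 0.66 to 1.02. Of the 3 probe sets of Ppara only the brightest passed at 2 h, and the others had log2 ratios of 0.66 and 0.54. Pck1 and Pdk4 each had 1 kept probe set.

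Of 15 measured lipogenesis genes, a list that holds Scd1 and Scd2, Lpin1 was the 1 gene to rise on its main probe set, at both times and with a log2 ratio of 1.50 at 2 h, and none fell. The median of the list was 0.11 at 1 h and 0.09 at 2 h, at percentiles 99.3 and 97.3 of random lists. Dgat1, which like Scd1 differed between kept probe sets, had a log2 ratio of 0.71 at 2 h on the main probe set and 2.09 on a dimmer one.

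**Figure D2:**
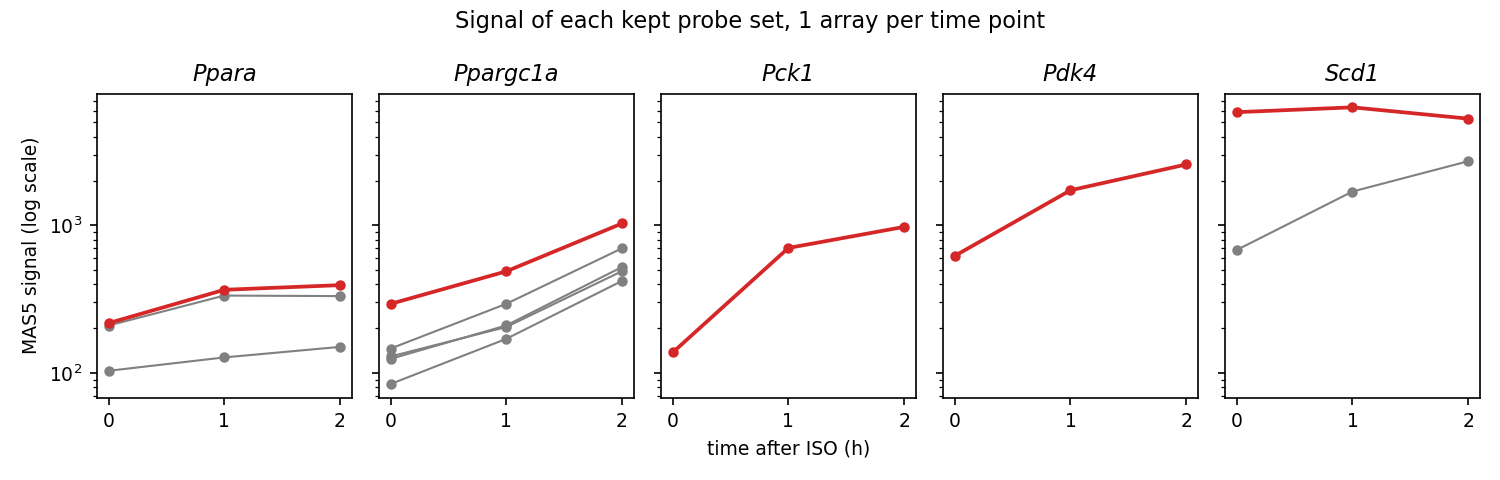
MAS5 signal (vertical axis, log scale) against time after ISO in h (horizontal axis) for each kept probe set of the 5 genes, 1 array per time point and no error bars. The probe set with the highest mean signal is red and the others are grey; at 2 h the grey line of Scd1 is at 4.00-fold of 0 h and the red one at 0.904-fold.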

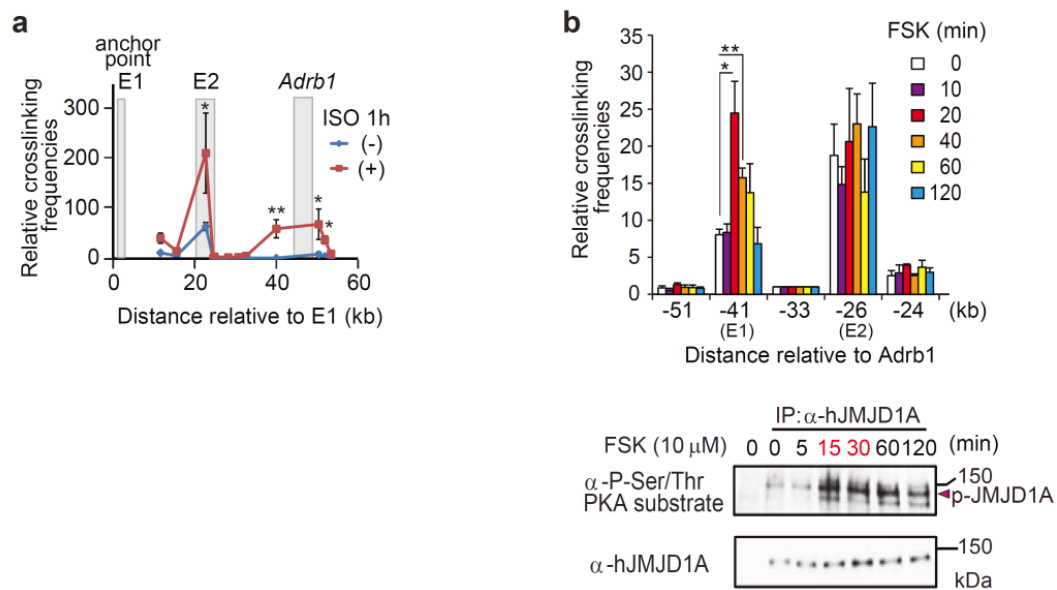

**Supplementary Figure 7 | P-JMJD1A mediates PKA-induced enhancer-promoter interaction at the *Adrb1* locus.** (a) 3C-qPCR analysis of the interaction frequency of the restriction fragments with the indicated anchor points fixed near the enhancer E1. The gray shadows highlight the regions containing E1 and E2 enhancer elements and anchor points. Crosslinked chromatin samples prepared from differentiated iBATs (day 8) were treated with or without ISO (1  $\mu$ M) for 1 hr, the same was used in Figure 6a. Relative interacting frequencies between the indicated regions and the anchor point were measured by qPCR. All PCR signals were normalized to digested/re-ligated bacterial artificial chromosome (BAC) templates. Error bars represent  $\pm$  SEM of three independent experiments. Student's *t*-test was performed and  $*P < 0.05$  and  $**P < 0.01$  were considered statistically significant. (b) Time-course of FSK-induced interactions between *Adrb1* promoter and two distal enhancer regions (-41 kb and -26 kb) detected by 3C. Crosslinked chromatin samples were prepared from iBATs treated with FSK (20  $\mu$ M) for indicated time. Error bars represent  $\pm$  SEM from 3 independent experiments. ANOVA was performed followed by Tukey's post hoc comparison and  $*P < 0.05$  and  $**P < 0.01$  were considered statistically significant. Time course of FSK-induced JMJD1A phosphorylation was determined by immunoprecipitation followed by immunoblot analysis (bottom panel). Uncropped images of the blots are shown in Supplementary Fig. 14.

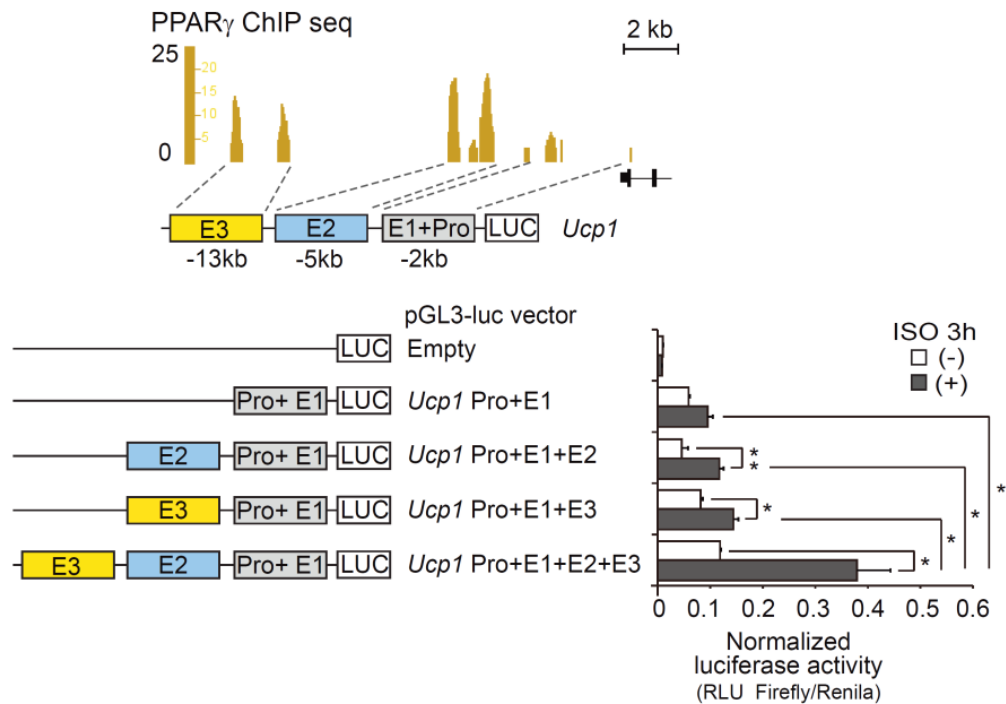

**Supplementary Figure 8 | Combination of three *Ucp1* enhancer elements enhances luciferase gene expression.** Luciferase reporter activity driven by *Ucp1* promoter and three enhancer elements (E1, E2, and E3). iBATs were transfected with the indicated luciferase reporter plasmids (bottom left panel) and cultured followed by luciferase activity measurement (bottom right panel). Transfected iBATs were incubated with differentiation medium containing 5  $\mu\text{g mL}^{-1}$  insulin and 125  $\mu\text{M}$  indomethacin for 4 days. Isoproterenol (ISO; 10  $\mu\text{M}$ ) was added for 3 hr prior to the luciferase reporter assay (bottom right panel). Data were normalized to Renilla internal control. Error bars represent mean  $\pm$  SEM of three independent experiments. ANOVA was performed followed by Tukey's post hoc comparison and  $*P < 0.05$  and  $**P < 0.01$  were considered statistically significant.

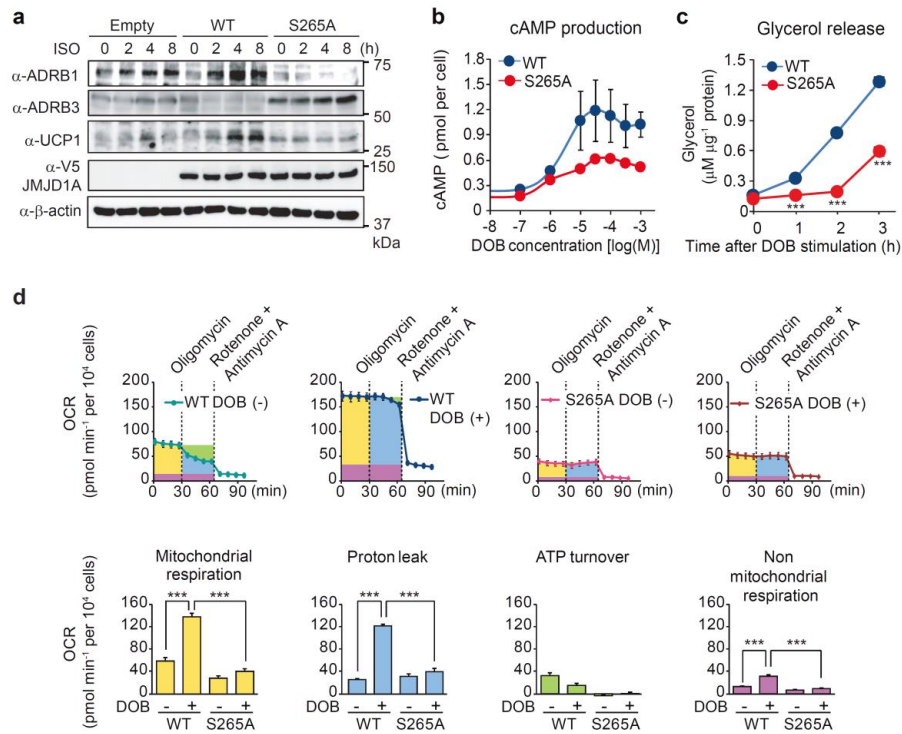

**Supplementary Figure 9 | P-S265-JMJD1A mediates  $\beta$ -adrenergic induced thermogenesis.** (a) Immunoblot analysis for ADRB1, ADRB3 and UCP1 proteins treated with 10  $\mu$ M ISO for the indicated hours in empty, WT- and S265A-hJMJD1A iBAT<sup>sh</sup>s. Equal loading of the proteins was confirmed by  $\beta$ -actin. Uncropped images of the blots are shown in Supplementary Fig. 15. (b) Cyclic AMP productions by dobutamine (DOB) treatment (5 min) in WT- or S265A-hJMJD1A iBAT<sup>sh</sup>s at day 4 of differentiation. The experiments were performed for three times with similar results and the representative one is shown. Error bars represent the range of duplicate experiments. (c) Dobutamine-induced glycerol release in WT- and S265A-hJMJD1A iBAT<sup>sh</sup>s treated with dobutamine (DOB) for the indicated hours. Data are mean  $\pm$  SEM of three independent experiments (error bars are too tiny to see). Student's *t*-test was performed and \*\*\**P* < 0.001 was considered statistically significant. (d) The metabolic profile of iBAT<sup>sh</sup>s expressing hJMJD1A (day 8) was assessed using a Seahorse XF24 extracellular Flux analyzer. A representative curve of the OCRs of WT- or S265A- hJMJD1A expressing iBAT<sup>sh</sup>s in their basal states and on treatment with drugs used to dissect the multiple components of the respiration process is plotted in the top left panel. The parameters analyzed on the same plate are represented by different colors in the upper panels and quantitated in other panels. Mitochondrial respiration (bottom left panel) and proton leak levels (bottom second left panel) in WT- and S265A-hJMJD1A iBAT<sup>sh</sup>s (day 8) before and after stimulation with dobutamine (DOB). Data are presented as

percentage of total basal respiration. Data are mean  $\pm$  SEM of five technical replicates. ANOVA was performed followed by Tukey's post hoc comparison and \*\*\* $P < 0.001$  was considered statistically significant.

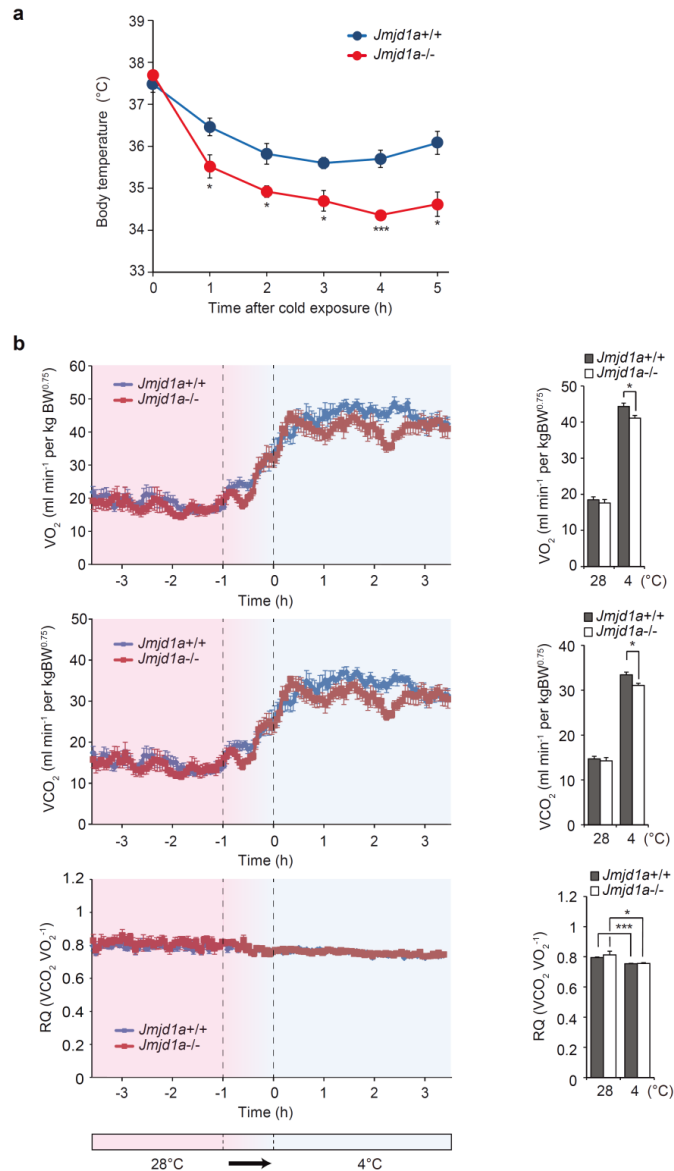

**Supplementary Figure 10 | *Jmjd1a*<sup>-/-</sup> mice are cold intolerant and exhibit decreased oxygen consumption compared to *Jmjd1a*<sup>+/+</sup> mice under cold exposure.**

(a) Core rectal temperature of *Jmjd1a*<sup>+/+</sup> and *Jmjd1a*<sup>-/-</sup> mice at indicated time points during exposure to 4°C were measured as described 8 (6-11 weeks of age, n = 5). Mice were acclimated to thermoneutrality for 24 hr prior to experiments. Student's *t*-test was performed and \**P* < 0.05 and \*\*\**P* < 0.001 were considered statistically significant. (b) Oxygen consumption (VO<sub>2</sub>), CO<sub>2</sub> production (VCO<sub>2</sub>) and respiratory quotient (RQ) measured by indirect calorimetry in individually placed *Jmjd1a*<sup>+/+</sup> and *Jmjd1a*<sup>-/-</sup> mice. The mice acclimated to thermoneutrality for 1-2 weeks were placed at 28°C in laboratory incubator and shifted to 4°C taking 1 hr (6-8 weeks of age, n = 6 mice per

group). Dotted lines indicate finishing of 28°C and starting of 4°C. Average of  $\text{VO}_2$ ,  $\text{VCO}_2$  and RQ from 6 mice measured during the entire 28°C and 4°C periods are calculated (right panels). Error bars represent  $\pm$  SEM. Student's *t*-test was performed and  $*P < 0.05$  and  $***P < 0.001$  were considered statistically significant.

Figure 2c

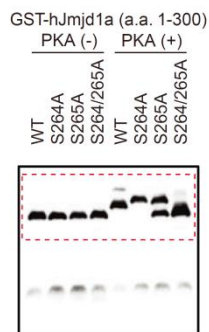

Figure 2d

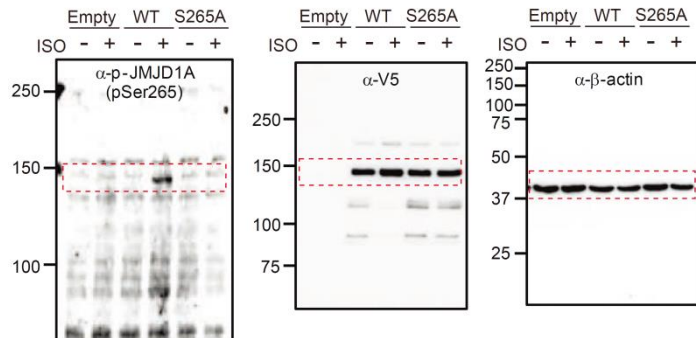

Figure 2e

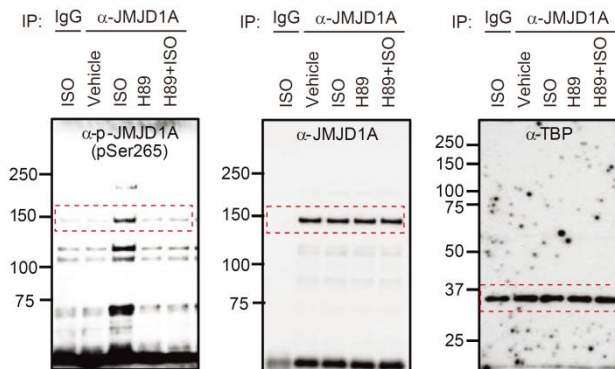

Figure 3b

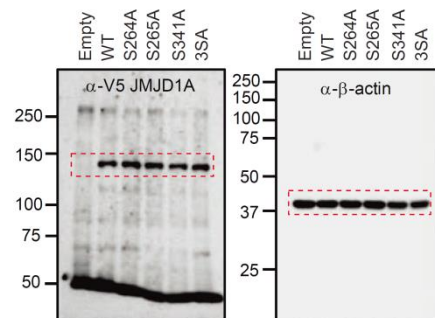

Figure 3d

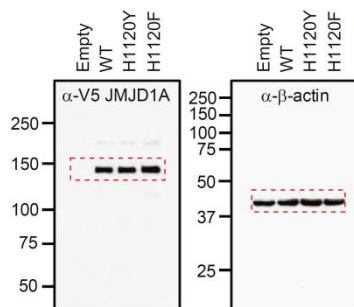

Figure 4a

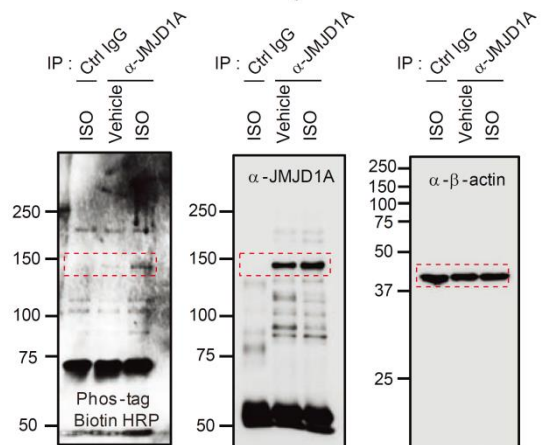

**Supplementary Figure 11 | Representative original images of immunoblot analysis for Figs. 2, 3, 4a.**

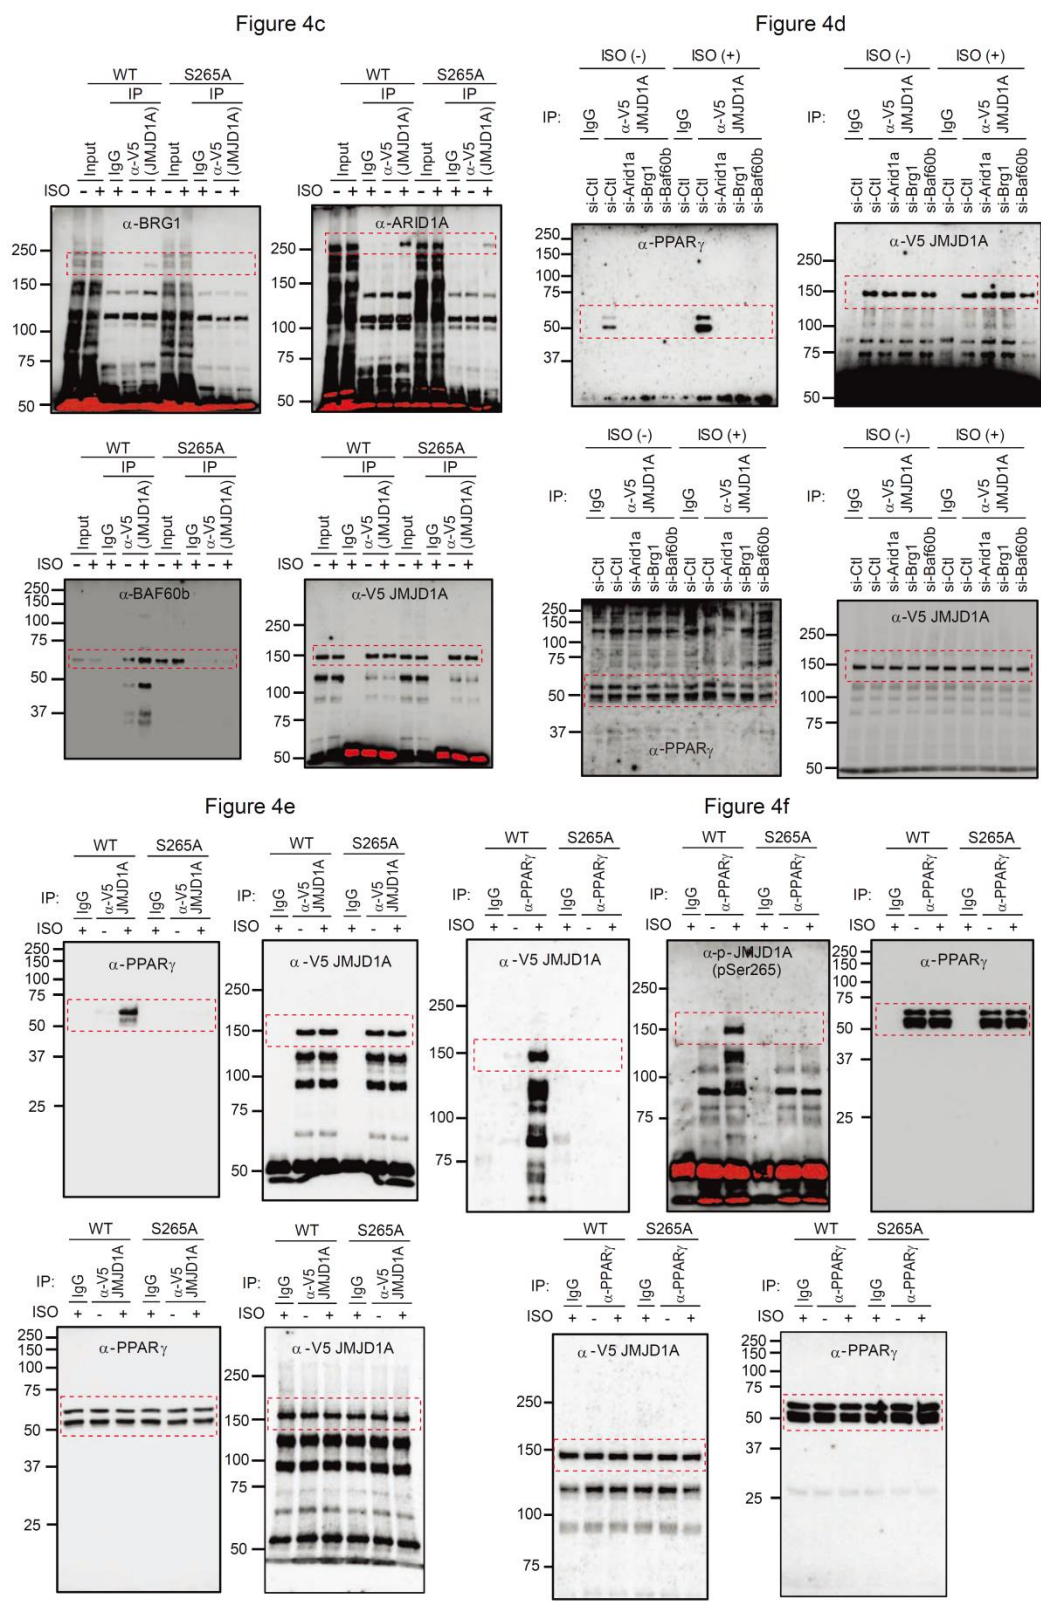

**Supplementary Figure 12 | Representative original images of immunoblot analysis for Fig. 4.**

Figure 6b

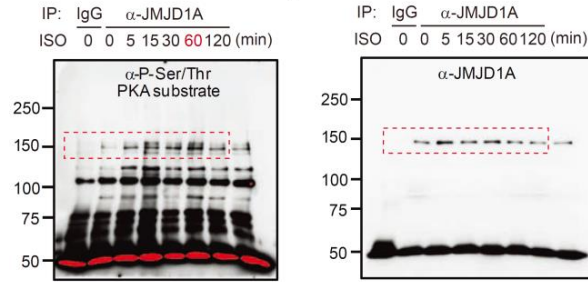

Figure 8a

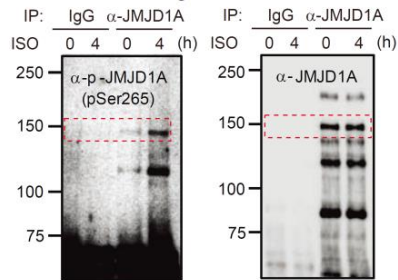

Figure 8b

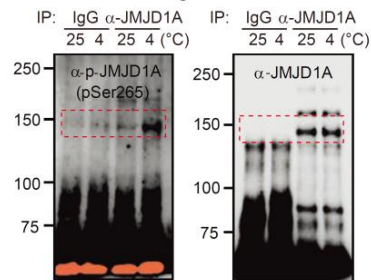

Figure 8f

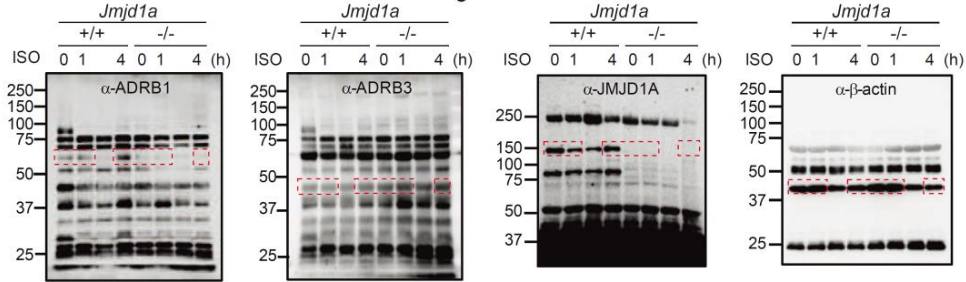

Figure 8g

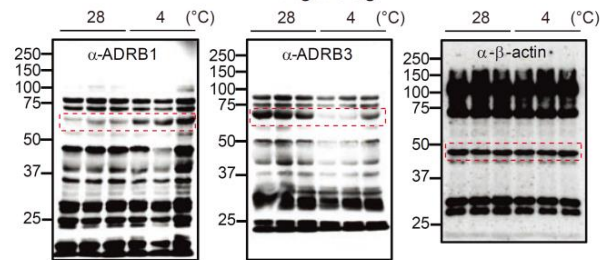

Figure 8h

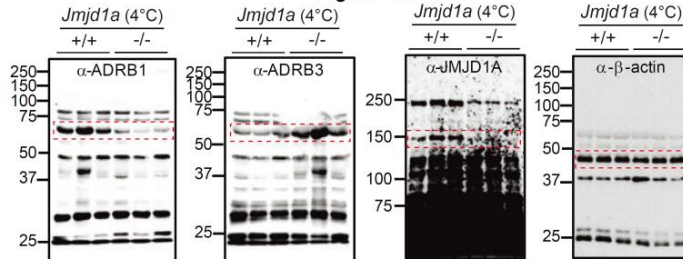

**Supplementary Figure 13 | Representative original images of immunoblot analysis for Figs. 6, 8.**

Supplementary Figure 2a

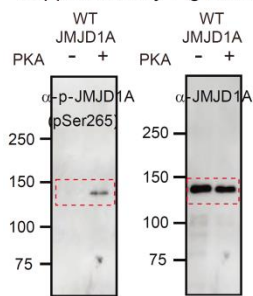

Supplementary Figure 2e

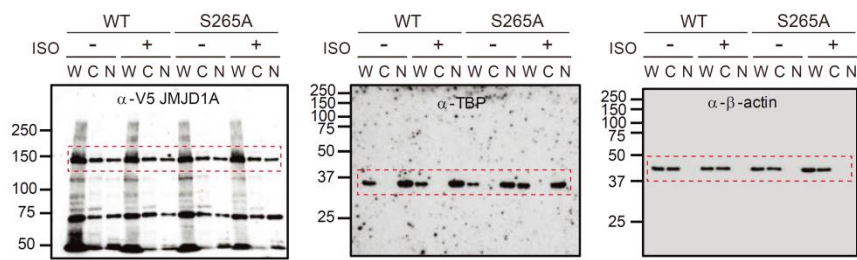

Supplementary Figure 3a

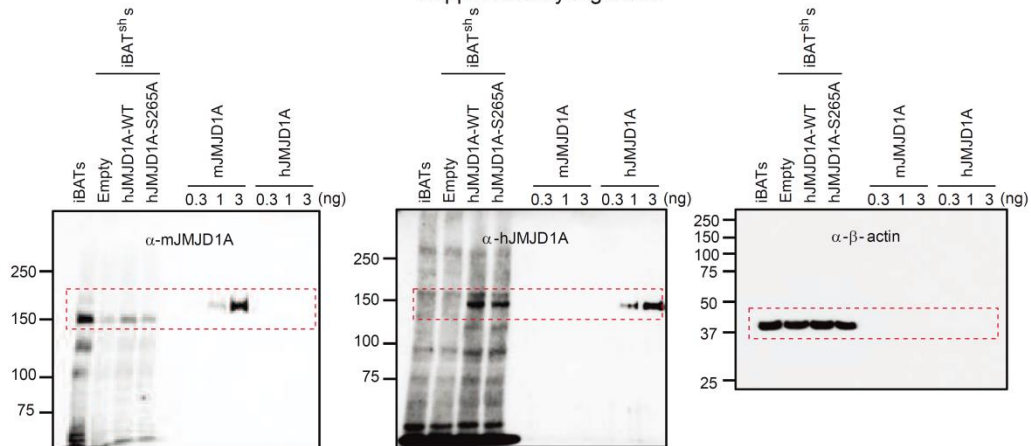

Supplementary Figure 4c

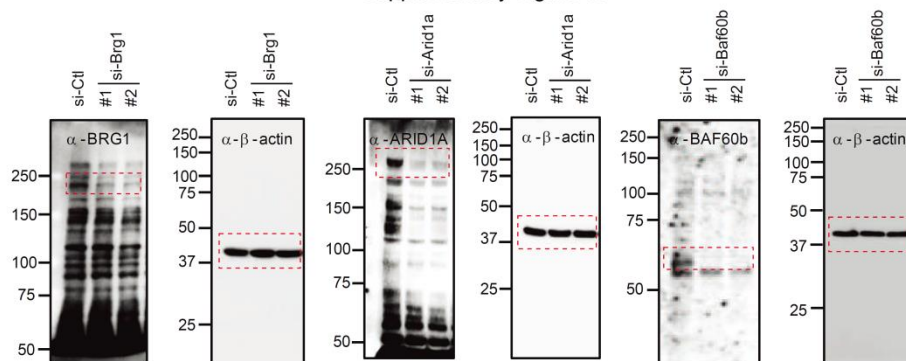

Supplementary Figure 7b

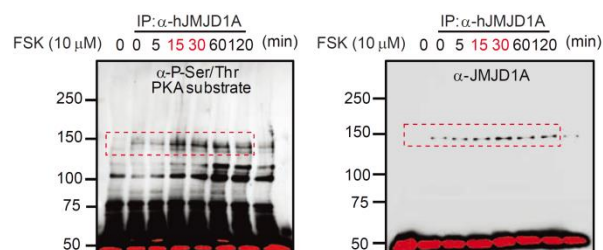

**Supplementary Figure 14 | Representative original images of immunoblot analysis for Supplementary Figs. 2-4, 7.**

Supplementary Figure 9a

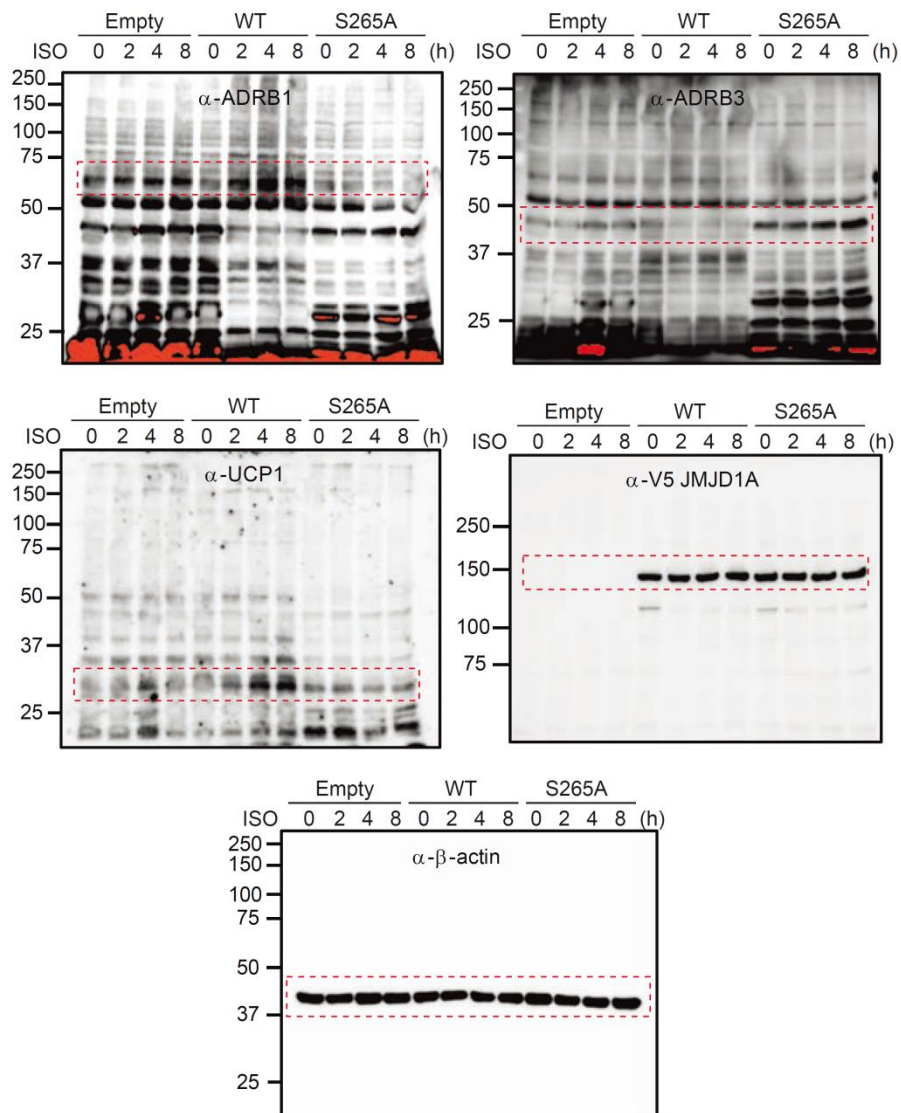

Supplementary Figure 15 | Representative original images of immunoblot analysis for Supplementary Fig. 9.

**Supplementary Table 1. Antibodies**

| Antibody                   |            | Source         | Catalog No<br>/Clone No | Dilutions or<br>concentrations                                                              |
|----------------------------|------------|----------------|-------------------------|---------------------------------------------------------------------------------------------|
| anti-human JMJD1A          | Monoclonal | Our laboratory | IgG-F0026               | 10 $\mu\text{g mL}^{-1}$ for IP                                                             |
| anti-human JMJD1A          | Monoclonal | Our laboratory | IgG-F1628               | 5 $\mu\text{g mL}^{-1}$ for IB                                                              |
| anti-mouse JMJD1A          | Monoclonal | Our laboratory | IgG-F0231               | 50 $\mu\text{g mL}^{-1}$ for ChIP<br>(together with 50 $\mu\text{g mL}^{-1}$ of IgG-F0618 ) |
| anti-mouse JMJD1A          | Monoclonal | Our laboratory | IgG-F0618               | 5 $\mu\text{g mL}^{-1}$ for IB,<br>10 $\mu\text{g mL}^{-1}$ for IP                          |
| anti-P-JMJD1A<br>(pSer265) | Polyclonal | Our laboratory | #11890-2                | 1:1000 for IB                                                                               |
| anti-H3K4me3               | Monoclonal | Dr. Kimura     | CMA304                  | 10 $\mu\text{g mL}^{-1}$ for ChIP                                                           |
| anti-H3K9me2               | Monoclonal | Dr. Kimura     | 6D11                    | 10 $\mu\text{g mL}^{-1}$ for ChIP                                                           |
| anti-H3K27ac               | Monoclonal | Dr. Kimura     | CMA309                  | 10 $\mu\text{g mL}^{-1}$ for ChIP                                                           |
| anti-H3Ac                  | Polyclonal | Millipore      | #06-599                 | 1:100 for ChIP                                                                              |
| anti-Pol II                | Monoclonal | Dr. Kimura     | C1389                   | 20 $\mu\text{g mL}^{-1}$ for ChIP                                                           |
| anti-ADRB1                 | Polyclonal | Santa Cruz     | sc-568 (V-19)           | 1:1000 for IB                                                                               |
| anti-ADRB3                 | Polyclonal | Santa Cruz     | sc-50436<br>(M-50)      | 1:1000 for IB                                                                               |
| anti-UCP1                  | Monoclonal | R&D Systems    | MAB6158                 | 1 $\mu\text{g mL}^{-1}$ for IB                                                              |
| anti-BRG1                  | Polyclonal | Cell Signaling | #3514                   | 1:1000 for IB                                                                               |
| anti-BRG1                  | Monoclonal | Abcam          | ab110641                | 1 $\mu\text{g mL}^{-1}$ for ChIP                                                            |
| anti-ARID1A<br>/BAF250A    | Monoclonal | Cell Signaling | #12354                  | 1:1000 for IB                                                                               |
| anti-ARID1A                | Monoclonal | Millipore      | #04-080                 | 10 $\mu\text{g mL}^{-1}$ for ChIP                                                           |
| anti-BAF60B<br>/SMARCD2    | Polyclonal | Santa Cruz     | sc-132105<br>(K-12)     | 1:1000 for IB                                                                               |
| anti-PPAR $\gamma$         | Monoclonal | Santa Cruz     | sc-7273 (E-8)           | 4 $\mu\text{g mL}^{-1}$ for ChIP<br>(together with 4 $\mu\text{g mL}^{-1}$ of IgG-A3409)    |

|                                 |            |                      |           |                                                                        |
|---------------------------------|------------|----------------------|-----------|------------------------------------------------------------------------|
| anti-PPAR $\gamma$              | Monoclonal | Our laboratory       | IgG-A3409 | 0.5 $\mu\text{g mL}^{-1}$ for IB                                       |
| anti-C/EBP $\alpha$             | Polyclonal | Santa Cruz           | sc-61X    | 20 $\mu\text{g mL}^{-1}$ for ChIP                                      |
| anti-C/EBP $\beta$              | Polyclonal | Santa Cruz           | sc-150X   | 20 $\mu\text{g mL}^{-1}$ for ChIP                                      |
| anti-C/EBP $\delta$             | Polyclonal | Santa Cruz           | sc-636X   | 20 $\mu\text{g mL}^{-1}$ for ChIP                                      |
| anti-P-Ser/Thr PKA<br>substrate | Polyclonal | Cell Signaling       | #9621     | 1:1000 for IB                                                          |
| anti-GST                        | Monoclonal | Cell Signaling       | #2624     | 1:1000 for IB                                                          |
| anti-V5-tag                     | Monoclonal | Invitrogen           | R960-25   | 1 $\mu\text{g mL}^{-1}$ for IB,<br>10 $\mu\text{g mL}^{-1}$ for IP, IF |
| anti- $\beta$ -actin            | Monoclonal | Sigma                | A5441     | 1:5000 for IB                                                          |
| anti-TBP                        | Monoclonal | Novus<br>Biologicals | NB500-700 | 1.7 $\mu\text{g mL}^{-1}$ for IB                                       |

**Supplementary Table 2. ChIP-qPCR primers**

| Gene         | Sequence                     |                               | Amplified regions           |
|--------------|------------------------------|-------------------------------|-----------------------------|
|              | Forward Primer               | Reverse Primer                |                             |
| <i>Adrb1</i> | 5'-CTCCTGGGCGAAAGTGAGA-3'    | 5'-CCTGGTGACGGTTGGAGGT-3'     | <i>Adrb1 E1</i><br>(-44 kb) |
|              | 5'-GGGGACCAACACCACCTAATC-3'  | 5'-TGAGAAGCCACGGACGTATG-3'    | <i>Adrb1 E2</i><br>(-22 kb) |
|              | 5'-CGTCTCCGAGACGCCTGTAA-3'   | 5'-GCAAGAGCGCCCTTATTTCC-3'    | <i>Adrb1</i><br>(-0.6 kb)   |
|              | 5'-TGGGAGTACGGCTCCTTCTT-3'   | 5'-GCGATGACACACAGGGTCTC-3'    | <i>Adrb1</i><br>(+0.4 kb)   |
|              | 5'-TGCTACAACGACCCCAAGTG-3'   | 5'-CACGTAGAAGGAGACGACGG-3'    | <i>Adrb1</i><br>(+0.7 kb)   |
|              | 5'-CCCTAGAGGAAGAGAGCCCG-3'   | 5'-GGCTTTGCATTACCTGCTT-3'     | <i>Adrb1</i><br>(+1.4 kb)   |
| <i>Ucp1</i>  | 5'-GCAACCCTCTCCCATCAGTG-3'   | 5'-GCCTAACACCGTGCTTCTCA-3'    | <i>Ucp1</i><br>(-13 kb)     |
|              | 5'-TGCAACCCCTCACCTTTTAC-3'   | 5'-CTCCTTCCATCATCCCTTCA-3'    | <i>Ucp1</i><br>(-5 kb)      |
|              | 5'-TCACCCTTGACCACACTGAA-3'   | 5'-GTGAGGCTGATATCCCCAGA-3'    | <i>Ucp1</i><br>(-2 kb)      |
|              | 5'-GCCAGGCCTGTAAACTCTGA-3'   | 5'-TGGGTAAAAAATGGCCTCTG-3'    | <i>Ucp1</i><br>(+0.6 kb)    |
| <i>Actb</i>  | 5'-TGAGGTACTAGCCACGAGAGAG-3' | 5'-ACACCCGCCACCAGGTAAGCA-3'   | <i>Actb</i>                 |
| <i>Ppib</i>  | 5'-CTCACCCCAACTAGTCTAATCC-3' | 5'-GTGACACACAGTGACTAACTTCC-3' | <i>Cyclo</i>                |

**Supplementary Table 3. RT- qPCR primers**

| Gene            | Sequence                    |                              |
|-----------------|-----------------------------|------------------------------|
|                 | Forward Primer              | Reverse Primer               |
| <i>Brg1</i>     | 5'-TCCCCAAACCCACCTAACCT-3'  | 5'-CTGACGTCCACTGCTGTCTTT-3'  |
| <i>Arid1a</i>   | 5'-CCCCTCAGTCATCCAGTCCA-3'  | 5'-GGTCCCTGTTGTTGCGAGTA-3'   |
| <i>Adrb1</i>    | 5'-GCTGGGAGTACGGCTCCTT-3'   | 5'-GCCGTCACACACAGCACAT-3'    |
| <i>Baf60b</i>   | 5'-ATCTGGTGGAGTGGCATCG-3'   | 5'-AGGGTGCACTTGACATTGAGA-3'  |
| <i>Ucp1</i>     | 5'-AAGCTGTGCGATGTCCATGT-3'  | 5'-AAGCCACAAACCCTTTGAAAA-3'  |
| <i>Ppargc1a</i> | 5'-AACCACACCCACAGGATCAGA-3' | 5'-TCTTCGCTTTATTGCTCCATGA-3' |
| <i>Ppib</i>     | 5'-GGAGATGGCACAGGAGGAA-3'   | 5'-GCCCCGTAGTGCTTCAGCTT-3'   |
| <i>Pdk4</i>     | 5'-CAAAGACGGGAAACCCAAGC-3'  | 5'-CGCAGAGCATCTTTGCACAC-3'   |
| <i>Hkl1</i>     | 5'-AGAAAGGCTTCCTCTTCCGG-3'  | 5'-CGCTAATCGGTCACTCTCGA-3'   |
| <i>Pck1</i>     | 5'-CACCATCACCTCCTGGAAGA-3'  | 5'-GGGTGCAGAATCTCGAGTTG-3'   |

**Supplementary Table 4. 3C-qPCR primers**

| <i>Adrb1</i> anchor                     | Primer sequence                            |                            |
|-----------------------------------------|--------------------------------------------|----------------------------|
| Forward primer                          | 5'-GATGTTCTAGGTGGGCAGGA-3'                 |                            |
| Reverse primers<br>(kb from the anchor) | -100                                       | 5'-GGTAAGGAGGGATGGAGAGG-3' |
|                                         | -51                                        | 5'-GGGATGTCCTTTATGCAGGT-3' |
|                                         | -43                                        | 5'-CAGTTTTCCACCCCTGTCAC-3' |
|                                         | -41                                        | 5'-GGGTTTATCCCACTGCAGAA-3' |
|                                         | -33                                        | 5'-CTCTGGCGAGAAGCTTGTTT-3' |
|                                         | -26                                        | 5'-GCCCACATGCTTTGAGAAAT-3' |
|                                         | -24                                        | 5'-GAGACTTCGGGAGGAAAAGC-3' |
|                                         | -21                                        | 5'-AGTTGTCAACAGGGCAAAGC-3' |
| TaqMan <sup>®</sup> MGB probe           | (6-FAM) 5'-TTCACCCAGTCTGTTTATCCAA-3' (MGB) |                            |

  

| Enhancer E1 anchor                      | Primer sequence                          |                                |
|-----------------------------------------|------------------------------------------|--------------------------------|
| Forward primer                          | 5'-CCTGTTACCCAGCTTAAATG-3'               |                                |
| Reverse primers<br>(kb from the anchor) | 12                                       | 5'-TAAACCAACAGCAGGCTTCC-3'     |
|                                         | 15                                       | 5'-TGACCTTTGTGGAAAGCACTC-3'    |
|                                         | 23                                       | 5'-GGGGTGGGGATGTCCTTTAT-3'     |
|                                         | 24                                       | 5'-CACCTCTTTCCTAGCTCTCA-3'     |
|                                         | 25                                       | 5'-GAGACTTCGGGAGGAA-3'         |
|                                         | 28                                       | 5'-GTTGTCAACAGGGCAAAGC-3'      |
|                                         | 31                                       | 5'-GGTCCATTTCTTGCCTCTGA-3'     |
|                                         | 33                                       | 5'-TGAGCTAGAAAATCAACTGACAGG-3' |
|                                         | 49                                       | 5'-GACCCTGAGCCAAAACCATA-3'     |
|                                         | 51                                       | 5'-GTCCGGCTTGTCAGAGACAT-3'     |
|                                         | 52                                       | 5'-TTGACCAGGTTTTCTCTCC-3'      |
| TaqMan <sup>®</sup> MGB probe           | (6-FAM) 5'-TGCTGAGGAGACGGCTTAGT-3' (MGB) |                                |

## Supplementary Methods

### Retroviral vectors and infection

To construct a retroviral vector for JMJD1A (pMXs-hJMJD1A-V5-IRES/Zeo), we subcloned DNA sequence encoding human JMJD1A open reading frame (ORF) into an expression vector pMX (a kind gift from Dr. Toshio Kitamura, The University of Tokyo) driven by LTR promoter, in which the original puromycin-resistant sequences were replaced by Zeocin<sup>TM</sup>-resistant sequences. Mutant versions of JMJD1A: S264A, S265A, S341A, 3SA, H1120Y, or H1120F were generated by PCR-based site-directed mutagenesis. To construct retroviral vector for shRNA targeting *Jmjd1a*, forward primer 5'-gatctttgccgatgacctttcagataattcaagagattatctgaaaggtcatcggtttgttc-3' and reverse primer 5'-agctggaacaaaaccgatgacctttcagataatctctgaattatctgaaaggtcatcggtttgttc-3' were annealed and subcloned into a mouse U6 promoter-driven expression vector pRetro/Puro-Super3 (a kind gift from Dr. T. Kitamura) in which puromycin resistant marker sequences were replaced by neomycin resistant marker sequences. Retroviruses were produced by transfecting each plasmid into Platinum-E (Plat E) packaging cells (a kind gift from Dr. T. Kitamura) using GeneJuice (Novagen) as described previously<sup>1,2</sup>.

### Purification of GST-fusion peptide and in vitro PKA assay

GST-fusion JMJD1A proteins (a.a. 1-300: WT, S264A mutant, S265A mutant, and S264A/S265A double mutant) were produced in *E.coli*, purified using glutathione-Sepharose 4B (GE Healthcare), and eluted with reduced glutathione buffer (50 mM Tris-HCl, pH 8.0, 10 mM reduced L-glutathione) as described previously<sup>3,4</sup>. To perform in vitro kinase assay, 1 µg of GST-fusion WT, S264A, S265A, or S264A/S265A JMJD1A (a.a. 1-300) was incubated with protein kinase A (2,500 U per mg protein) (New England Biolabs) in kinase assay buffer (20 mM Tris-HCl, pH 7.5, 1 mM MgCl<sub>2</sub>) containing 2.5 mM ATP for 1 hr at 30°C, and terminated by addition of SDS sample buffer (30 mM Tris-HCl, pH 6.8, 3% SDS, 5% glycerol, 0.004% bromophenol blue, 2.5% 2-mercaptoethanol). Phosphorylation of JMJD1A proteins were resolved in Phos-tag SDS-PAGE gels (Wako) followed by immunoblotting with anti-GST antibody.

## Plasmid constructions

The sequence of human JMJD1A open reading frame (ORF) was amplified by PCR using cDNA from HUVEC cells as a template and cloned into a Gateway<sup>®</sup> entry vector (pENTR-SD/D-hJMJD1A) (Invitrogen). The cytomegalovirus (CMV) promoter-driven expression vector carrying human JMJD1A genes (pcDNA3.2-hJMJD1A-V5) were generated by transferring JMJD1A ORF into pcDNA3.2-V5-DEST using Gateway<sup>®</sup> cloning technology (Invitrogen). To create the mouse *Adrb1*-luciferase reporter plasmids, the intergenic sequences from either promoter region (up to -2 kb from TSS) (chr19:56794862-56796861), E1 (chr19:56752006-56753567) (-43 to -45 kb region from TSS), or E2 (-20 to -21 kb region from TSS) (chr19:56775190-56776718) were amplified by PCR using mouse genomic DNA from C57BL/6J mouse as a template, and cloned into pGL3-basic vector (Promega). The resulting constructs were designated pGL3-m*Adrb1*-pro, pGL3-m*Adrb*-pro-E1, pGL3-m*Adrb1*-pro-E2 and pGL3-m*Adrb1*-pro-E1-E2, respectively. Mutations were introduced into pGL3-m*Adrb1*-pro-E1 constructs by site-directed mutagenesis (pGL3-m*Adrb1*-pro-mut E1) using a KOD mutagenesis kit (TOYOBO) according to the manufacturer's protocol. Oligonucleotides were designed to mutate PPRE site at region E1: 5'-aagcttcagtgagcaacacgtcact-3' and 5'-actttcggtctcaccctgt-3'. To create the mouse *Ucp1*-luciferase reporter plasmids, the intergenic sequences from either promoter plus enhancer E1 region (up to -3.3 kb from the translation initiation site) (chr8:85,811,258-85,814,509), E2 (-4.3 to -6.3 kb region from the translation initiation site) (chr8:85,808,201-85,810,200), or E3 (-11 to -14 kb region from the translation initiation site) (chr8:85,800,002-85,803,500), were amplified by PCR and cloned into pGL3-basic vector (Promega) as described above. The resulting constructs were designated pGL3-m*Ucp1*-Pro+E1, pGL3-m*Ucp1*-pro+E1+E2, pGL3-m*Ucp1*-pro+E1+E3, and pGL3-m*Ucp1*-pro+E1+E2+E3, respectively. C-terminal deletion bacterial expression vector encoding a.a. 1-300 of human JMJD1A was generated by PCR and inserted into TAC promoter-driven GST fusion pGEX-4T2 (GE Healthcare) (pGEX-4T2-hJMJD1A (1-300)). To create point mutant JMJD1A bacterial expression plasmids pGEX-4T2-hJMJD1A (1-300, S264A), pGEX-4T2-hJMJD1A

(1-300, S265A), and pGEX-4T2-hJMJD1A (1-300, S264A/S265A), DNA sequence encoding S264 and/or S265 were mutated by PCR-based site-directed mutagenesis.

### **Luciferase reporter assay**

iBATs ( $6 \times 10^5$  cells/24-well) were transfected with the indicated pGL3 reporter (150 ng) and Renilla luciferase plasmids (pRL-CMV) (9 ng) using GeneJuice (Novagen) according to the manufacturer's instructions. Two days after transfection, the cells were harvested and the firefly and Renilla luciferase activities were measured using Dual-Glo Luciferase assay system (Promega). Firefly luciferase signal was normalized to Renilla luciferase signal. All luciferase assay data represent  $\pm$  SEM of triplicate samples.

### **Animal experiments**

Mice were fed standard chow (CE-2, CLEA Japan Inc.) ad libitum in a temperature controlled environment with 12 hr light/dark cycles. *Jmjd1a*<sup>+/+</sup> and *Jmjd1a*<sup>-/-</sup> mice previously described<sup>5</sup> or C57BL/6J mice were evaluated for cold- or ISO-induced changes in chromatin conformation and histone modification by 3C. For 3C assay, brown adipose tissues were taken, minced in cold PBS and cross linked as described under "Chromosome conformation capture (3C) assay". For immunoblot analysis, tissues were flash frozen in liquid nitrogen and stored at -80°C. For the cold-induced changes, mice were placed at 28°C for 4 hr and shifted to 4°C environment for 4 hr. At the end of the experiments, tissues were harvested and snap frozen. Energy expenditure was measured using indirect calorimetry (MK-5000RQ; Muromachi) as described previously<sup>6,7</sup>. Core body temperature was monitored using a rectal thermometer. 6-11 weeks mice were acclimated to thermoneutrality (28°C) for 24 hr prior to experiments as described<sup>8</sup>. All mice experiments were approved by the Animal Care and Use Committee of the University of Tokyo.

### **Cyclic AMP assay**

Cyclic AMP assay was performed using a Lance<sup>®</sup> Ultra cAMP kit (PerkinElmer) according to the manufacturer's protocol with slight modifications. Briefly,  $6 \times 10^4$  iBAT cells/well were plated into 24-well plate. After 4 days of differentiation, cells were

washed and treated with stimulation buffer (0.1% BSA stabilizer, 0.5 mM IBMX, 5 mM HEPES in Hanks' balanced salt solution (HBSS) medium) containing with serial concentrations of dobutamine (Sigma-Aldrich) for 5 min. Cells were lysed by adding 1% Triton X diluted in HBSS medium by pipetting. Eu-cAMP tracer and ULight-anti-cAMP were serially added to lysed cells and incubated for 1 hr at RT. Fluorescence signal was measured at 665 nm using ARVO X5 microplate reader (PerkinElmer) and interpolated to standard curve to determine the value.

### **Glycerol release**

$\beta$ -Adrenergic-stimulated glycerol release from iBATs was performed using a Lypolysis Assay Kit (ZenBio) according to the manufacturer's protocol. Briefly,  $7.5 \times 10^4$  iBAT cells/well were plated into 96-well plate. After 8 days of differentiation, cells were washed and treated with 100  $\mu$ M dobutamine for 0, 1, 2, or 3 hr at 37°C. The optical density of produced quinoneimine dye was measured at 540 nm.

### **Flux analysis**

Oxygen consumption was measured using a Seahorse XF24 extracellular flux analyzer as described previously<sup>9</sup>. iBATs were induced for differentiation as described above and on day 7, adipocytes were detached with EDTA (0.53 mM, pH 7.4) and re-seeded at  $4.0 \times 10^4$  cells/well into XF24 V7 cell culture microplates (Seahorse Bioscience). On the next day, the medium was replaced with pre-warmed XF24 assay medium (DMEM, 2 mM glutamine, 1 mM pyruvate and 25 mM glucose) in the presence or absence of 100  $\mu$ M dobutamine (Sigma) for 1 hr. Following the measurement of dobutamine induced respiration, ATP turnover was evaluated in response to 40  $\mu$ g mL<sup>-1</sup> oligomycin (Sigma). Mitochondrial respiration was blocked by adding both 1  $\mu$ M rotenone (Sigma) and 1  $\mu$ M antimycin A (Wako) and the residual OCR was considered as non-mitochondrial respiration. Proton leak was calculated by subtracting the ATP turnover and the non-mitochondrial respiration components of total basal and dobutamine induced respiration.

### **RNA interference**

ARID1A, BRG1 and BAF60b were depleted from iBAT cells with the following synthetic small interference RNAs targeting *Arid1a*, *Brg1*, and *Baf60b*: *Arid1a* (5'-ggaccaggacagagaacauuacua-3' (*Arid1a* #1) or 5'-ggaugacauguugucuacccggucu-3' (*Arid1a* #2)), *Brg1* (5'-ccagcuccugagaagguagaguau-3' (*Brg1* #1) or 5'-ccaaacuccgugcaacgaaccauaa-3' (*Brg1* #2)), and *Baf60b* (5'-gcgaguacaucaacugcaaucguua-3' (*Baf60b* #1) or 5'-cccagagucucaggcauacauggau-3' (*Baf60b* #2)). Stealth RNAi Negative control Med GC (Invitrogen) was used for a negative control. iBATs were transfected with each siRNA every other day from the day of spreading using Lipofectamine<sup>®</sup> RNAi MAX reagent (Invitrogen) following the protocol we previously described<sup>10</sup>.

### Demethylation activity assay

HTRF-FRET demethylation was assayed using a biotinylated dimethyl-Histone H3K9me2 (1-21) peptide substrate (AnaSpec) and a europium cryptate-labeled anti-unmethylated Histone H3K9 specific monoclonal antibody (anti-H3K9me0-Eu(K)) (Sceti Medical Labo). The recombinant JMJD1A and the substrate were reacted in the enzymatic buffer (50 mM HEPES-NaOH, pH 7.0, 0.01% Tween 20, 50  $\mu$ M ammonium iron (II) sulfate, 50  $\mu$ M ascorbic acid and 50  $\mu$ M  $\alpha$ -ketoglutarate) at RT for 30 min. For terminating and measuring JMJD1A catalyzed demethylation, the detection reactions were supplemented with both an anti-H3K9me0-Eu(K) and a XL665-conjugated streptavidin (SA-XL665, Sceti Medical Labo) dissolved in EDTA containing detection buffer (Sceti Medical Labo). Each reaction was incubated for 1 hr at RT before reading on the time resolved-FRET signal using ARVO X5 microplate reader (PerkinElmer). Fluorescence was measured at 620 nm and 665 nm, and the calculated HTRF ratio (665 nm/ 620 nm) was presented as Delta F% (DF%) = ((Sample Ratio – Ratio neg) /Ratio neg) x100. Histone demethylation assay using MALDI-TOF MS was performed as described previously<sup>11</sup>. Briefly, 50  $\mu$ M histone H3K9 me1, me2 or me3 (a.a. 1-15) was reacted at 37°C for 30 min with 1  $\mu$ M eXact<sup>TM</sup>-tag purified JMJD1A as described below. Reaction product was analyzed using MALDI-TOF MS (AXIMA Performance, Shimadzu).

### **Immunofluorescence analysis**

iBATs plated on slide glasses were fixed with 4% paraformaldehyde in PBS for 10 min at RT and permeabilized with 0.2% NP-40 in PBS for 20 min. After an incubation step with 10% goat serum (Vector Labs) for 30 min, the cells were stained with 10  $\mu\text{g mL}^{-1}$  of anti-V5 antibody (Invitrogen) at 4°C overnight. Slides were incubated with 6  $\mu\text{g mL}^{-1}$  of Alexa Fluor 488 conjugated AffiniPure goat anti-mouse IgG (Jackson ImmunoResearch) and covered with VECTASHIELD mounting medium containing DAPI (Vector Labs). Immunofluorescence was captured with LEICA DMI 6000B microscope (Leica microsystems).

### **Baculovirus production and protein purification from Sf9 cells**

For purifying human JMJD1A protein, baculovirus expressing eXact<sup>TM</sup>-tagged JMJD1A was produced. To create pFastBac1-eXact-hJMJD1A (WT) and pFastBac1-eXact-hJMJD1A (S265A) plasmids, fragments of eXact<sup>TM</sup> tag sequence and either WT or S265A hJMJD1A sequence were cloned into pFastBac1 vector, respectively (Invitrogen). Recombinant baculovirus was generated using Bac-to-Bac baculovirus expression system (Invitrogen). Baculovirus expressing eXact<sup>TM</sup>-tagged WT or S265A hJMJD1A was infected to Sf9 cells. The harvested cell pellets were lysed in lysis buffer (50 mM MES-KOH, pH 6.5, 500 mM sodium acetate, 1% NP-40, 5  $\mu\text{g mL}^{-1}$  pepstatin A, 10  $\mu\text{g mL}^{-1}$  leupeptin, 2.8  $\mu\text{g mL}^{-1}$  aprotinin, 1 mM benzamidine, 0.5 mM PMSF, 1 mM TCEP) and their supernatants were incubated with Profinity eXact<sup>TM</sup> purification resin (Bio-Rad Laboratories). After washing steps, WT or S265A hJMJD1A protein was eluted using elution buffer (50 mM MES-KOH, pH 6.5, 100 mM NaF, 5  $\mu\text{g mL}^{-1}$  pepstatin A, 10  $\mu\text{g mL}^{-1}$  leupeptin, 2.8  $\mu\text{g mL}^{-1}$  aprotinin, 1 mM benzamidine, 0.5 mM PMSF, 1 mM TCEP). For purifying mouse JMJD1A protein, baculovirus expressing N-terminally tagged (6xHis-TEV) JMJD1A was produced. Mouse JMJD1A open reading frame was cloned into pENTR/SD/D-TOPO vector and subsequently transferred to pDEST10 vector (Invitrogen) using the LR clonase (Invitrogen). Recombinant baculovirus was generated and infected to Sf9 cells. The lysed cell pellets in lysis buffer (10 mM HEPES-KOH, pH 7.5, 1.5 mM  $\text{MgCl}_2$ , 10 mM KCl, 1mM EDTA, 1mM EGTA, 5  $\mu\text{g mL}^{-1}$  pepstatin A, 10  $\mu\text{g mL}^{-1}$  leupeptin, 2.8  $\mu\text{g mL}^{-1}$  aprotinin,

1 mM benzamidine, 0.5 mM PMSF, 1 mM TCEP) were applied to His-Gravi trap<sup>TM</sup> column (GE Healthcare) and were eluted by an imidazole gradient (50-500 mM) in elution buffer (20 mM HEPES-KOH, pH 7.5, 500 mM NaCl, 10% glycerol, 5  $\mu\text{g mL}^{-1}$  pepstatin A, 10  $\mu\text{g mL}^{-1}$  leupeptin, 2.8  $\mu\text{g mL}^{-1}$  aprotinin, 1 mM benzamidine, 0.5 mM PMSF, 1 mM TCEP).

### Supplementary References

1. Yamamoto J, *et al.* A Kruppel-like factor KLF15 contributes fasting-induced transcriptional activation of mitochondrial acetyl-CoA synthetase gene AceCS2. *J Biol Chem* 279, 16954-16962 (2004).
2. Watanabe-Okochi N, *et al.* AML1 mutations induced MDS and MDS/AML in a mouse BMT model. *Blood* 111, 4297-4308 (2008).
3. Sumi K, *et al.* Cooperative interaction between hepatocyte nuclear factor 4 alpha and GATA transcription factors regulates ATP-binding cassette sterol transporters ABCG5 and ABCG8. *Mol Cell Biol* 27, 4248-4260 (2007).
4. Ohguchi H, *et al.* Hepatocyte nuclear factor 4alpha contributes to thyroid hormone homeostasis by cooperatively regulating the type 1 iodothyronine deiodinase gene with GATA4 and Kruppel-like transcription factor 9. *Mol Cell Biol* 28, 3917-3931 (2008).
5. Inagaki T, *et al.* Obesity and metabolic syndrome in histone demethylase JHDM2a-deficient mice. *Genes Cells* 14, 991-1001 (2009).
6. Takayasu S, *et al.* A neuropeptide ligand of the G protein-coupled receptor GPR103 regulates feeding, behavioral arousal, and blood pressure in mice. *Proc Natl Acad Sci U S A* 103, 7438-7443 (2006).
7. Sakakibara I, *et al.* Fasting-induced hypothermia and reduced energy production in mice lacking acetyl-CoA synthetase 2. *Cell Metab* 9, 191-202 (2009).
8. Bachman ES, *et al.* betaAR signaling required for diet-induced thermogenesis and obesity resistance. *Science* 297, 843-845 (2002).

9. Sun L, *et al.* Mir193b-365 is essential for brown fat differentiation. *Nat Cell Biol* 13, 958-965 (2011).
10. Okamura M, *et al.* COUP-TFII acts downstream of Wnt/beta-catenin signal to silence PPARgamma gene expression and repress adipogenesis. *Proc Natl Acad Sci U S A* 106, 5819-5824 (2009).
11. Goda S, Isagawa T, Chikaoka Y, Kawamura T, Aburatani H. Control of histone H3 lysine 9 (H3K9) methylation state via cooperative two-step demethylation by Jumonji domain containing 1A (JMJD1A) homodimer. *J Biol Chem* 288, 36948-36956 (2013).

How the deposited data were processed for this re-analysis (not part of the article)

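Gene expression was measured in differentiated iBATs at 0, 1 and 2 h of ISO, with 1 array per time point and day 8 of differentiation in all. The authors hybridized labelled RNA to Affymetrix mouse arrays and computed MAS5 signals, which are deposited as 1 linear intensity per probe set and array. MAS5 is named in the submitters' processing notes. The deposited intensity values of each array have a mean of 100.0 after 2% is cut from each end, and the median signal was 13.6 at 0 h, 12.7 at 1 h and 13.4 at 2 h. The filter on absent calls and low values that the methods describe is not applied in these values. The number of arrays limits the precision: with 1 per time point there is no replicate error, and no p-value was computed.

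Probe sets were named through the array annotation of the public archive and a table of RefSeq genes (GRCm38.p6 in its heading), from which no coordinates were taken. Of 45101 probe sets, 34958 had 1 gene symbol, 932 had several and were not used, and 9211 were unnamed here. The symbols of 34754 were matched by gene identifier, and none changed. Some genes that the paper names are not reported here.

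From the signals, log2 ratios to 0 h were computed in Python 3.11.15 with numpy 2.4.6 and pandas 2.3.3. A gene was called higher or lower at a ratio of at least 2^0.8 in either direction, the threshold of the paper for 1 h. Signals listed as 0 were given 0.1 before log2. Probe sets were kept at a signal of at least 100 on 1 or more of the 3 arrays, and the kept probe set with the highest mean signal stood for the gene. All columns of values in the table were used.

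The following were fixed before the data were examined: the threshold, the 13 alternatives, 19 gene lists and the rule for named genes. The rule takes every gene the paper names that has a probe set, the 10 largest rises and 10 largest falls at each time among genes whose other kept probe sets changed in the same direction, and for each list the members past the threshold, of which up to 4 are named with values. A few further genes are named to complete a count or as members below the threshold, and were chosen after their values were seen. The median log2 ratio of each list was placed among 10000 random lists of the same size, drawn from 10 classes of mean signal. The lists cover cyclic AMP and CREB targets, immediate early genes, thermogenic genes, the β-adrenergic and PKA pathway, lipolysis and fatty acid oxidation, lipogenesis, SWI/SNF subunits, H3K9 demethylases and methyltransferases, adipocyte identity, oxidative phosphorylation, inflammatory feedback, cell stress, the circadian clock, secreted angiogenic and matrix factors, housekeeping genes and markers of preadipocytes and fibroblasts, of macrophages and leukocytes, of endothelium and of muscle.

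The spread between arrays was taken as 1.4826 times the median absolute deviation of the log2 ratio in 20 bins of mean signal. It contains real change as well as noise. Unchanged arrays were simulated 1000 times with normal noise from the spread between 1 and 2 h, sharing the 0 h array. The calculation was tested on simulated data for 1 h over 0 h with 6896 genes: of 50 genes planted at a log2 ratio of 1.0 the threshold called 42, of 50 at 1.5 it called 50, of 50 at -1.0 it called 43, of 50 at -1.5 it called 50, and 8 unchanged genes were called. Of 200 random lists, 14 fell outside percentiles 2.5 to 97.5.

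The alternatives were other filters (a signal of at least 100 on all 3 arrays, on 1 of the arrays compared, at least 200 on 1 or more, or none), other treatment of low signals (below 100 set to 100, or 32 added), other scaling (the same median, quantile normalization, and cyclic loess with limma 3.58.1 in R 4.3.3), other probe sets (any kept, the median over kept, or those with suffixes for shared sequence left out) and a threshold of 2-fold. Further alternatives were added after the data were seen and are named as such. Figures were drawn with matplotlib 3.10.9.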

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

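The paper counts rises at 1 h. Beyond that count the arrays hold 15 genes lower at 1 h, 188 genes higher at 2 h and 56 genes lower at 2 h. Simulations of unchanged arrays gave at most 13. They used the spread between 1 and 2 h, which was 0.35 among the dimmest genes. There it was 0.40 for 1 h over 0 h and 0.47 for 2 h over 0 h. Whether 15 falls at 1 h exceed those of unchanged arrays was therefore not decided. The counts of called genes depend on the setting. The falls number 5 at 1 h and 12 at 2 h with at least 100 on all 3 arrays, 9 and 22 with signals below 100 set to 100, and 8 and 16 with at least 200 on 1 or more arrays. Those at 1 h are 23 after quantile normalization and 28 with any kept probe set, those at 2 h are 28 after cyclic loess, and the 188 rises are 109 with at least 100 on all 3 arrays. Unchanged arrays were not simulated under these settings. The 2 tests of the Scd1 probe sets were chosen after the difference between them was seen, that of cross-hybridization with Scd2 also after its own result, and the restriction of other probe sets to those bright on the lower array after the result without it.

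Rises at 2 h included Socs3, the feedback inhibitor of cytokine signalling, whose signal was 202.1 at 0 h, 191.9 at 1 h and 1186.4 at 2 h, and Il6, at 981.6. Tnfsf11, Has2 and Ackr3 had log2 ratios of 3.80, 3.07 and 2.96 from 0 h signals of 9.4, 26.9 and 36.7, and of 0.39, 1.17 and 1.51 with signals below 100 set to 100, which ends the call of Tnfsf11. Of the 188, 93 had not passed at 1 h, among them Kdm3a, Ppargc1a, Ppargc1b and Cebpd. The largest falls at 2 h were those of Cdc42ep3 (-1.56), Herpud1 (-1.33), Rspo2 (-1.32), Adamts5 (-1.31), Gm5817 (-1.27), G0s2 (-1.26), Sesn1 (-1.23), Abcd2 (-1.23), Kifc1 (-1.16) and H2bc21 (-1.14). With signals below 100 set to 100, Gm5817 (-0.06), Abcd2 (-0.13) and H2bc21 (-0.12) lose their calls and Cdc42ep3 is at -1.15.

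The rises are the first pattern weighed. Other kept probe sets, which were not used for the call, exist for 30 of the 109 genes at 1 h and 58 of the 188 at 2 h, and had a median log2 ratio of 1.10 over 43 probe sets and 1.10 over 87, with 100% in the direction of the call. A rise can itself bring a probe set over the filter, but the 21 and 48 that were at least 100 at 0 h had medians of 0.98 and 0.96, which argues against noise of single probe sets for these genes as a set. The other 79 and 130 genes, Nr4a3, Nr4a1, Il6 and Sik1 among them, have no second kept probe set and were not tested in this way. A difference between single cultures or arrays other than ISO stays open, since there is 1 array per time point, and a response to ISO, the condition of the design, cannot be told apart from it.

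The falls are the second pattern. At 2 h the 17 other kept probe sets had a median of 0.87 in the direction of the call, with 100% in that direction. Only 5 of them, with a median of 0.87 and 100%, were at least 100 on the 2 h array, so that the filter favours probe sets high at 0 h and noise of single probe sets was not decided. At 1 h the 7 other probe sets had a median of 0.96, and the 3 that were at least 100 at 1 h had 0.46, with 100% in the direction of the call, which is too few to decide. The difference between cultures or arrays stays open for both, with 1 array per time point, as does a response to ISO.

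The third pattern is the difference between the Scd1 probe sets. Compression of the brightest probe sets predicts that bright probe sets fall short of dimmer ones of the same gene. Main probe sets with a mean signal of at least 2000 fell short by 0.70 more (log2) than less bright ones, but only 9 such genes were measured against 78, so this was not decided. Cross-hybridization of the brighter probe set with Scd2 predicts that both move together, and their log2 ratios at 2 h differed by 0.18 where the spread between arrays is 0.12, which does not decide it either. Both explanations stay open, and no biological explanation was tested.

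Ly75, an endocytic receptor gene, was called lower at 1 h with a log2 ratio of -0.81 and higher at 2 h with 1.15. With signals below 100 set to 100, the fall of Ly75 at 1 h was not among the 9 that remained. The difference between the times was not tested, since each time has 1 array.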

How the results depend on the processing

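The alternatives that join 100 on all 3 arrays with any kept probe set, and that take the probe set with the largest rise at 2 h, were chosen after the data were seen. No paired analysis was possible because each time point has 1 array and no test was run. Counts of rises kept their excess over falls at both times under every alternative except no filter, where 2181 genes were higher and 2188 lower at 1 h, 2410 higher and 2164 lower at 2 h, and 1357 higher at both, over 18194 genes; the probe sets it adds lie under 100 on all arrays. With at least 100 on all 3 arrays, which removes genes induced from a low level, 56 were higher and 5 lower at 1 h, 109 higher and 12 lower at 2 h, and 47 higher at both. With at least 200 on 1 or more arrays, 8 were lower at 1 h and 16 at 2 h. With signals below 100 set to 100, 9 were lower at 1 h, 22 at 2 h and 63 higher at both. With 32 added, 8 were lower at 1 h and 21 at 2 h, and Pck1 had log2 ratios of 2.12 and 2.57. Quantile normalization gave 23 lower at 1 h, and cyclic loess 28 lower at 2 h beside 214 higher, so that 88.4% of its calls at 2 h were rises against 77.05%. Any kept probe set gave 28 lower at 1 h, and a 2-fold threshold gave 8 lower at 1 h and 17 at 2 h. The Scd1 log2 ratio at 1 h was 0.012 under quantile normalization, 0.015 under cyclic loess and 0.71 as the median over kept probe sets, where it was 0.93 at 2 h and Ppargc1a was 2.07 at 2 h. At least 100 on all 3 arrays with any kept probe set gave 62 higher and 6 lower at 1 h, 17 lower at 2 h and 50 higher at both, and the kept probe set with the largest rise at 2 h gave log2 ratios of 1.02 and 2.32 for Ppargc1a and 1.32 and 2.00 for Scd1 at 1 and 2 h. The cause of the other differences was not tested. The number of Fig. 1d genes higher at 1 h was between 21 and 32. Of 132 calls of named genes, setting signals below 100 to 100 ended 20 and adding 32 ended 10. No named gene past the threshold changed sign in the alternatives that gave its ratio. With at least 100 on all 3 arrays, 82 of the calls were read. The alternatives with any kept probe set and with a 2-fold threshold gave counts only.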

Differences from the paper's values

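Joining 100 on all 3 arrays with any kept probe set, and reading Scd1 from its other probe set, were chosen after the values were seen. The paper reports 67 genes induced by 2^0.8-fold at 1 h, and 109 were found here at the same fold threshold. The filters differ. The paper also removed transcripts that were called absent at every time point, and detection calls were not used here. Its limit of 100 can be read in more than 1 way, and 53 of the 109 had a 0 h signal below 100. Of the alternatives set before the data were examined, those within 1.5 times the paper's count were at least 100 on all 3 arrays (56), signals below 100 set to 100 (77), at least 200 on 1 or more arrays (79), a 2-fold threshold (80), 32 added (88), probe sets with suffixes for shared sequence left out (95) and quantile normalization (96). Those that were not were at least 100 on 1 of the arrays compared (101), the same median (109), the median over kept probe sets (111), cyclic loess (113), any kept probe set (125) and no filter (2181). At least 100 on all 3 arrays with any kept probe set gave 62 and was chosen after seeing the values; it left 31 of the 36 Fig. 1d genes read here past the threshold and dropped 5.

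The signal of Scd1 is about 700, about 1700 and about 2700 at 0, 1 and 2 h in Supplementary Fig. 6b, read by eye, and was 5856.5, 6318.1 and 5295.2 on the main probe set. The median over kept probe sets came within 1.5 times the paper's value at 2 h (4009.0) and not at 0 or 1 h (3268.8 and 4007.2), and no other alternative set before came within it at any time. The other kept probe set, chosen after seeing the values, had 681.1, 1696.2 and 2722.8.

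RT-qPCR folds of the paper come from another assay than the array ratios. Within 1.5 times was Pdk4 at 1 h (about 2.7-fold in Supplementary Fig. 1b, read by eye, and 2.79-fold on the arrays). So were, from the same figure, Pck1 at 1 h (about 5.0-fold and 5.12-fold) and 2 h (about 10.0-fold and 7.11-fold). Ppargc1a at 1 h (about 2.3-fold and 1.66-fold in the same comparison) was too. With 32 added to each signal, Pck1 at 2 h was 5.96-fold and not within 1.5 times. Ucp1 is about 4.9-fold at 1 h and about 7.8-fold at 2 h in Fig. 1e, read by eye, and was 2.47-fold and 2.80-fold on the arrays, with no alternative within 1.5 times. Pdk4 is about 9.0-fold at 2 h in Supplementary Fig. 1b, read by eye, and was 4.17-fold, with no alternative within it. Ppargc1a is about 5.6-fold at 2 h in Supplementary Fig. 1b, read by eye, and was 3.51-fold; the median over kept probe sets (4.20-fold) was within 1.5 times and the other alternatives set before were not. The kept probe set with the largest rise at 2 h, chosen after seeing the values, has 5.00-fold for Ppargc1a, within 1.5 times, and it ends 0 of the 6 calls of the genes of Supplementary Fig. 6b.

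The paper lists 39 genes in Fig. 1d as induced by 2^0.8-fold at 1 h. Of the 36 read here, 28 passed and 8 did not, all with a higher signal than at 0 h. Nfkbiz, Thbs1, Ppargc1a and Scd1 passed when any kept probe set counted. Vegfa (0.75 on its highest kept probe set), Ugdh (0.65), Cebpd (0.56) and Jun (0.72) did not. Nfkbiz also passed under cyclic loess (0.81).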

Other observations

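Kdm3a, which encodes JMJD1A, had signals of 421.6, 528.7 and 788.3 at 0, 1 and 2 h of ISO and was 1.87-fold higher at 2 h, and it was the 1 gene of 11 measured H3K9 demethylase and methyltransferase genes to pass 2^0.8-fold at either time. None of 17 measured SWI/SNF subunit genes passed at 1 or 2 h. Smarca4 (BRG1) had log2 ratios of -0.10 and -0.14, Arid1a -0.02 (0.01 under cyclic loess) and -0.17, and Smarcd2 (BAF60b) -0.32 and -0.50. The median of the SWI/SNF list was -0.17 at 2 h, at percentile 5.52 of random lists. Hk1, a white adipocyte marker in the paper, had signals of 211.4, 190.8 and 230.2.

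Of 17 measured genes of the β-adrenergic and PKA pathway, Pde4d, Pde4b and Rgs2 rose at 1 h, and Pde4d and Pde4b, which encode phosphodiesterases that degrade cyclic AMP, rose at 2 h, when Pde4d was at 644.1 against 104.7 at 0 h. Creb1 had log2 ratios of 0.09 and -0.17. Setting signals below 100 to 100 brought Pde4b to 0.24 and 0.61. Of 20 oxidative phosphorylation genes none passed at either time, and their log2 ratios at 2 h lay between -0.23 and 0.11, with a median of -0.10 at percentile 1.29 of random lists. Of 12 secreted angiogenic and matrix factor genes Adamts1 rose at 1 h (0.86), Adm and Ccn1 (-0.87, or -0.78 with 32 added to each signal) fell, and at 2 h Timp1 rose (1.07) and Adm fell (-0.95). At 2 h 8 of the 12 inflammatory feedback genes that passed the filter had risen, among them Nfkbiz (1.73), with a median of 1.83. Of 11 clock genes 5 had. Of 16 cyclic AMP and CREB targets 14 had, with a median of 2.11, and of 18 immediate early genes 13. Of 20 heat shock and cell stress genes 3 had risen, and Herpud1 and Sesn2 (-0.90) had fallen. With signals below 100 set to 100, 7 inflammatory, 3 clock, 11 cyclic AMP and CREB and 9 immediate early genes were higher at 2 h, without Cxcl5, Cry1, Per1 and Junb among others, the medians of 1.83 and 2.11 became 1.47 and 1.25, still at percentile 100 of random lists, and the fall of Sesn2 was lost. Whether these counts differ from those at 1 h was not tested.

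Of the 109 genes raised at 1 h, 9 fell and 11 rose by at least 2^0.8-fold from 1 to 2 h. The others changed by less, and these counts were not compared with simulations. Btg2, Dusp1, Hes1, Id1, Id4, Nr4a1, Nr4a2, Osgin1 and Per1 fell by at least 2^0.8-fold from 1 to 2 h, and 11 genes, including Il6, Fosl1, Has2, Socs2, Uap1 and Tnfsf11, rose by at least that much. With signals below 100 set to 100, the calls of Fosl1, Has2 and Tnfsf11 at 1 h end. The names in these groups were chosen after their values were seen.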
